# Tight regulation of wingless-type signaling in the articular cartilage - subchondral bone biomechanical unit: transcriptomics in *Frzb*-knockout mice

**DOI:** 10.1186/ar3695

**Published:** 2012-01-20

**Authors:** Liesbet Lodewyckx, Frédéric Cailotto, Sarah Thysen, Frank P Luyten, Rik J Lories

## Abstract

**Introduction:**

The aim of this research was to study molecular changes in the articular cartilage and subchondral bone of the tibial plateau from mice deficient in frizzled-related protein (Frzb) compared to wild-type mice by transcriptome analysis.

**Methods:**

Gene-expression analysis of the articular cartilage and subchondral bone of three wild-type and three *Frzb^-/- ^*mice was performed by microarray. Data from three wild-type and two *Frzb^-/- ^*samples could be used for pathway analysis of differentially expressed genes and were explored with PANTHER, DAVID and GSEA bioinformatics tools. Activation of the wingless-type (WNT) pathway was analysed using Western blot. The effects of *Frzb *gain and loss of function on chondrogenesis and cell proliferation was examined using ATDC5 micro-masses and mouse ribcage chondrocytes.

**Results:**

Extracellular matrix-associated integrin and cadherin pathways, as well as WNT pathway genes were up-regulated in *Frzb^-/- ^*samples. Several WNT receptors, target genes and other antagonists were up-regulated, but no difference in active β-catenin was found. Analysis of ATDC5 cell micro-masses overexpressing *FRZB *indicated an up-regulation of *aggrecan *and *Col2a1*, and down-regulation of molecules related to damage and repair in cartilage, *Col3a1 *and *Col5a1*. Silencing of *Frzb *resulted in down-regulation of *aggrecan *and *Col2a1*. Pathways associated with cell cycle were down-regulated in this transcriptome analysis. Ribcage chondrocytes derived from *Frzb^-/- ^*mice showed decreased proliferation compared to wild-type cells.

**Conclusions:**

Our analysis provides evidence for tight regulation of WNT signalling, shifts in extracellular matrix components and effects on cell proliferation and differentiation in the articular cartilage - subchondral bone unit in *Frzb^-/- ^*mice. These data further support an important role for FRZB in joint homeostasis and highlight the complex biology of WNT signaling in the joint.

## Introduction

Homeostasis of articular cartilage and subchondral bone is essential for maintenance of joint function which is critically dependent on the balance between anabolic and catabolic signaling pathways [1,2]. It requires maintenance of the stable phenotype that characterises the articular cartilage, sustained extracellular matrix (ECM) synthesis, efficient breakdown and clearance of damaged macromolecules and dead cells, as well as functional and molecular adaptations to mechanic loads. Loss of homeostasis results in gradual deterioration of cartilage quality and thickening of the subchondral bone, progressively leading to osteoarthritis (OA).

The wingless-type (WNT) signaling pathway plays an important role in cartilage, bone and joint development and has been associated with postnatal joint homeostasis and disease [3,4]. WNTs are a group of at least 19 structurally related secreted glycoproteins that activate different intracellular cascades [5]. Among these, canonical WNT signaling involving β-catenin has been studied best. In the absence of a WNT-Frizzled low density lipoprotein receptor-related protein-5/6 co-receptor interaction (WNT-FZD-LRP5/6), β-catenin is caught in a molecular destruction complex, phosphorylated and degraded by the proteasome. Upon WNT-receptor interaction, the destruction complex is disassembled, β-catenin accumulates in the cell, translocates to the nucleus and associates with transcription factors of the T-cell factor/lymphoid enhancer factor (TCF/LEF) family. Alternatively, non-canonical WNT signaling can alter calcium balances in the cell or activate protein kinases [5,6].

WNTs, their extracellular antagonists, such as the secreted frizzled-related proteins (SFRPs), co-receptor inhibitors, such as the dickkopfs (DKKs), and β-catenin have been studied in animal models of OA and OA patients [7-13]. Current data suggest that canonical WNT signaling plays an essential role in joint and bone formation [14,15] and in the maintenance of the articular cartilage phenotype, which is characterised by extended cell survival and absence of differentiation towards hypertrophy [16]. Cartilage-specific inhibition of β-catenin results in an OA-like phenotype with chondrocyte apoptosis [8]. Cartilage-specific overexpression of a constitutively active form of β-catenin also results in an OA-like phenotype, but here the disease is characterised by loss of the chondrocyte's differentiation status and expression of hypertrophic markers [9].

Frizzled-related protein (Frzb, also known as SFRP3) is a WNT antagonist originally identified from a chondrogenic extract of articular cartilage [17] and plays a role in skeletal development [17,18]. Polymorphisms in *FRZB *have been associated with OA [3]. We previously developed mice that are genetically deficient in *Frzb*. These mice do not develop spontaneous arthritis but are more susceptible to OA in induced models [7]. This observation has been linked to increased WNT signaling and *Mmp3 *expression in the articular cartilage. The cortical bone in these mice is thicker and the bones show an enhanced anabolic response upon mechanical loading compared to wild-type mice. In this study, we used *Frzb^-/- ^*mice to further evaluate how the absence of a WNT antagonist affects molecular homeostasis in the articular cartilage and subchondral bone.

## Materials and methods

### Mice and tissue sampling

*Frzb*^-/- ^mice were generated in our research group [7] and back-crossed into the C57Bl/6J background for over 10 generations. Genotypes were determined as described [7]. Six-week-old male *Frzb*^-/- ^and wild-type mice were sacrificed by cervical dislocation. The articular cartilage and subchondral bone from the tibial plateau of the knee joint of the hind limb was carefully dissected in one piece at the growth plate region using micro-dissection forceps, a procedure easy to perform at this age when the growth plate is not yet closed. The tissues were immediately snap frozen in liquid nitrogen and stored at -80°C until further processing or used for histology. Animal procedures were approved by the Ethical Committee for Animal Research, KULeuven.

### Microarray hybridization and data acquisition

Per microarray, articular cartilage and subchondral bone from a single joint were used. Samples were homogenised using the Fastprep-24 tissue-homogeniser (MP Biomedicals, Solon, OH, USA) in lysing matrix A tubes and RLT lysis buffer (RNeasy Fibrous Tissue kit (Qiagen, Chatsworth, CA, USA)). Samples were kept under pre-cooled conditions using the CryoPrep Adaptor. RNA was isolated with the RNeasy Fibrous Tissue kit (Qiagen) with proteinase K and deoxyribonuclease (DNaseI) treatment. RNA concentration and purity were assessed with a NanoDrop Spectrophotometer (NanoDrop Technologies, Centreville, DE, USA) and integrity was determined using RNA nanochips and the Agilent 2100 Bio-analyzer (Agilent Technologies, Diegem, Belgium). Only non-degraded RNA without impurities (RNA integrity number > 7.7), was considered for microarray analysis.

Transcriptional profiles of three *Frzb^-/- ^*and three wild-type samples were analyzed by the VIB Microarray Facility [19]. Per sample, 2 μg of total RNA spiked with bacterial RNA transcript positive controls (Affymetrix, Santa Clara, CA, USA) was converted to double stranded cDNA. Subsequently, the sample was converted and amplified to antisense cRNA and labeled with biotin. A mixture of purified and fragmented biotinylated cRNA and hybridisation controls (Affymetrix) was hybridised on Affymetrix GeneChip Mouse Genome 430-2.0 arrays followed by staining and washing in a GeneChip fluidics station 450 (Affymetrix). To assess the raw probe signal intensities, chips were scanned using a GeneChip scanner 3000 (Affymetrix). Microarray data have been deposited in the Gene Expression Omnibus (GEO) [20] and are accessible through Gene Expression Omnibus accession number GSE33656.

### Western blot analysis

Proteins were isolated from the dissected articular cartilage and subchondral bone pieces using cell extraction buffer (Invitrogen, Merelbeke, Belgium) supplemented with 1 mM phenylmethanesulfonyl (Sigma-Aldrich, Bornem, Belgium) and 5% protease inhibitor cocktail (Sigma-Aldrich) using the Fastprep-24 tissue homogeniser (MP Biomedicals). A total of 20 μg of each sample was denatured and separated on a 4 to 12% polyacrylamide Bis-Tris gel (Invitrogen) by electrophoresis using NuPage MES SDS Running buffer (Invitrogen). Proteins were transferred to a PVDF (polyvinylidene difluoride) membrane (Millipore, Brussels, Belgium). Non-specific binding sites were blocked using 5% blottoB (Santa Cruz Biotechnology, Santa Cruz, CA, USA) in Tris-buffered saline with 0.1% Tween (TBS/T) for one hour at room temperature. Blots were probed overnight at 4°C with the following antibodies: 1/500 dephospho-β-catenin (CTNNB1) sheep antibody (Genway Biotech, San Diego, CA, USA), 1/1,000 phospho-Smad1(Ser463/465)/Smad5(Ser463/465)/Smad8(Ser426/428) rabbit antibody (Cell Signaling Technology, Danvers, MA, USA), 1/500 anti-SFRP1 rabbit antibody (Abcam, Cambridge, UK), 1/500 mouse DKK2 affinity purified polyclonal goat antibody, 1/1,000 mouse SFRP2 affinity purified polyclonal goat antibody (both from R&D Systems, Minneapolis, MN, USA) or 1/4,000 anti-GAPDH mouse monoclonal 6C5 (Ambion, Applied Biosystems) in 5% bovine serum albumin in TBS/T with 0.02% sodiumazide. Horseradish peroxidase-conjugated donkey anti-sheep (1/5,000), mouse anti-rabbit (light chain specific) (1/5,000), donkey anti-goat (1/5,000) and goat anti-mouse (1/50,000) polyclonal antibodies (Jackson ImmunoResearch Laboratories, West Grove, PA, USA) in 5% blottoB in TBS/T were used as secondary antibodies. Blots were visualised using Western Lightning Chemiluminescent Substrate (Perkin Elmer Life and Analytical Sciences, Inc., Waltham, MA, USA) for dephospho-β-catenin, DKK2, SFRP2, SFRP1 and GAPDH or SuperSignal West Femto Maximum Sensitivity Substrate (Pierce, Thermo Scientific, Rockford, IL, USA) for phosphorylated Smad. Densitometry analysis was performed with ImageJ Software (NIH Image, National Institutes of Health, Bethesda, MD, USA [21]).

### Cell culture experiments

ATDC5 cells were cultured in maintenance medium (1:1 Dulbecco's modified Eagle's medium (DMEM):Ham's F-12 mix (Gibco Life Technologies, Gent, Belgium), 1% antibiotic-antimycotic (AB) (Gibco), 5% fetal bovine serum (FBS) (Gibco) containing 10 μg/ml human transferrin and 30 mM sodiumselenite (Sigma-Aldrich) and maintained in a humidified atmosphere of 5% CO_2 _and 95% O_2 _at 37°C.

In *FRZB *overexpression experiments, ATDC5 cells were transfected with control pcDNA3.1+ (Invitrogen) or the pcDNA3.1-full length *FRZB *construct (pfrzb [17]) using lipid-based agent Fugene HD (Roche Diagnostics, Vilvoorde, Belgium). After 24 hours, selection with 1 mg/ml geneticin (Gibco) was initiated. Selection medium was renewed every day for 14 days. Antibiotic resistant cells were dilution-cloned.

In *Frzb *knock-down experiments, ATDC5 cells were transfected with control pGIPZ-non-silencing shRNAmir (Open Biosystems, Thermo Scientific IT IS Open Biosystems, Thermo Scientific, Lafayette, CO, USA) or with a pGIPZ-shRNAmir directed against *Frzb *(Open Biosystems) using lipo-polymeric agent Arrest-In (Open Biosystems). After 24 hours, selection with 0.5 μg/ml puromycin was initiated. Selection medium was renewed every day for seven days. Antibiotic resistant cells were dilution-cloned.

Stably-transfected ATDC5 cells were grown in micro-masses to undergo chondrogenesis. Three drops cell suspension (2 × 10^5 ^cells) were placed in a single well of a standard 12-well culture plate. The cells were allowed to adhere for two hours at 37°C, then 1 ml maintenance medium was added to each well. Geneticin or puromycin pressure was maintained during chondrogenesis.

Micro-masses were cultured in the maintenance medium containing an ITS premix (10 μg/ml insulin, 5 μg/ml human transferrin and 30 mM sodiumselenite) (Gibco) and 5 μg/ml human transferrin for two weeks. The mineralization phase was induced using α-MEM medium (Gibco) containing 5% fetal bovine serum (Gibco), ITS premix, 5 μg/ml human transferrin and 7 mM beta-glycerolphosphate (Sigma-Aldrich) from Day 14 until Day 21. Each condition was performed in triplicate. Total RNA from micro-masses was isolated after 7, 14 or 21 days in culture using the Nucleospin RNA II kit (Macherey-Nagel, Düren, Germany).

Protein extraction of the micro-masses stably overexpressing *FRZB *or controls after seven days was performed using cell extraction buffer supplemented with 1 mM phenylmethanesulfonyl and 5% protease inhibitor cocktail, followed by quantification using the Pierce BCA Protein Assay kit (Thermo Scientific).

Some ATDC5 micro-masses were fixed in 95% ice-cold methanol for staining. For Picrosirius Red, micro-masses were stained for one hour in Picrosirius Red (0.1% Direct Red 80 (Sigma-Aldrich) in a saturated aqueous solution of picric acid), washed three times with 0.5% acetic acid in water and air-dried. For Safranin O, micro-masses were stained for one hour in Safranin O (1% alcoholic solution (Klinipath, Olen, Belgium)), washed three times with water and air-dried. Quantification of the staining was performed by dissolving the micro-masses with 1 M NaOH (for Picrosirius Red) or 6M Guanidine-HCl (for Safranin O) (both from Sigma-Aldrich) and by measuring the absorbance at 540 and 512 nm respectively with the Infinite M200 (Tecan, Männedorf, Switzerland).

### cDNA synthesis and Quantitative Real-Time PCR

Complementary DNA was synthesised from 1 μg of RNA isolated from tibia articular cartilage and subchondral bone pieces or ATDC5 cell micro-masses using the RevertAid H minus First Strand cDNA synthesis kit (Fermentas GmbH, St-Leon-Rot, Germany). TaqMan gene expression assays (Applied Biosystems, Carlsbad, CA, USA) or the SYBRgreen master mix system (Fermentas) were used to verify differential expression of *Frzb *(Mm00441378_m1), *Sfrp1 *(Mm00489161_m1), *Sfrp2 *(Mm0485986_m1), *Dkk2 *(Mm00445025_m1), *aggrecan *(forward 5'-GCTGCAGTGATCTCAGAAGAAG-3', reverse 3'-GATGGTGAGGGAAGACCCTA-5'), *Col3a1 *(forward 5'-TTATTCTCCCCAATTCGACTCA-3', reverse 3'-AGATCCAGGATGTCCAGAAGAA-5'), *Col5a1 *(forward 5'-CGGATGTTGCCTACCGAGT, reverse 3'-ACGGTTGTCAGGATGGAGAA-5') and *Col2a1 *(Mm01309565_m1) (forward 5'-CCAGGATGCCCGAAAATTAG-3', reverse 3'-TTCTCCCTTGTCACCACGAT-5'). For TaqMan assays analysis was performed using the PerfeCTa qPCR FastMix UNG (Quanta Biosciences, Gaithersburg, MD, USA) using the following conditions: 1 minute at 95°C, 40 cycles of 3 seconds of denaturation at 95°C, followed by 20 seconds of annealing-extension at 60°C. All experiments were performed in duplicate. For SYBRgreen, quantitative analysis was performed as follows: 10 minutes at 95°C, 40 cycles of 15 seconds of denaturation at 95°C, followed by 60 seconds of annealing-extension at 60°C. Melting curve analysis was performed to ensure amplification of a specific product. The Corbett Rotor-Gene 6000 (Corbett Research, Westburg, Leusden, The Netherlands) was used for both systems. Results are expressed using the comparative threshold method [22] and were normalised to housekeeping gene *Hprt *(hypoxanthine guanine phosphoribosyl transferase) (Mm00446968_m1 or forward 5'-TGCTGACCTGCTGGATTACA-3', reverse 3'-TATGTCCCCCGTTGACTGAT-5').

### Mouse rib chondrocyte isolation and proliferation analysis

Rib and sternum chondrocytes were isolated from three six-week-old wild-type and three *Frzb^-/- ^*mice, as described with minor modifications [23]. The sternum was longitudinally cut, followed by complete removal of the ventral part of the ribcage. The ribcage was washed three times in Dulbecco's phosphate buffered saline (DPBS) (Lonza, Verviers, Belgium) with 1% AB (Gibco). Soft tissues were digested in 3 mg/ml collagenase D (Roche Diagnostics) in medium (DMEM, 1% AB and 1% sodium pyruvate (Invitrogen)) for 1 h standing upright in a collection tube in humidified atmosphere of 5% CO_2 _and 95% O_2 _at 37°C, followed by rotation for a further 1.5 h. Soft tissues were carefully removed, followed by further digestion in fresh 3 mg/ml collagenase D in medium when the soft tissues kept adhering. After washing twice in DPBS with 1% AB, cartilage was digested using 1 mg/ml collagenase D in medium overnight in a petri dish in the incubator. The medium containing chondrocytes was transferred to a collection tube. The bones were rinsed with complete growth medium (10% FBS (Gibco)) and this was also transferred to the collection tube. After centrifugation, cells were resuspended in 4 ml complete growth medium, plated on a T25 plate (Greiner Bio-One, Frickenhausen, Germany) and grown until confluent. The medium was changed every two days. For the proliferation assay, chondrocytes from three *Frzb*^-/- ^and three wild-type mice were plated at different cell densities (500, 2,000 or 4,000 cells/well) in triplicate on fluorescence compatible 96-well flat bottom plates (μClear-plate, black, 98-well, Greiner Bio-one). Fluorescence was measured 24 h and 1 week after plating using the CyQuant NF Cell proliferation kit (Molecular Probes, Invitrogen) and the Wallac Victor 1420 Multilabel counter (Perkin Elmer) at an excitation wavelength of 485 nm and emission of 535 nm. The difference in fluorescence between the two time points (24 h and 1 week) was calculated and considered the amount of proliferation in that time window. A different plate was used for each time point.

### Bioinformatics analysis and statistics

The quality of hybridization and data acquisition was assessed by RNA-degradation plots, histograms of the perfect match values distribution and quality control graphs. Data were pre-processed by removal of the hybridisation, labeling control and absent probe sets, followed by a log2 transformation and normalisation of the results to obtain the Robust Multiarray Averaging (RMA) algorithm defined expression values and the Microarray Analysis Suite (MAS) 5.0 software detection calls. Significant differences in gene expression were defined using a modified t-test by the limma package from Bioconductor [24] followed by Benjamini-Hochberg multiple testing correction. For further analysis, we used the PANTHER [25], DAVID [26] and GSEA [27] tools [28-33].

PANTHER uses pathways compiled by experts and determines the representation of a specific pathway on the selected gene list by applying a binomial statistic to which we applied an additional false discovery rate (FDR) test. Only pathways that included at least 15 annotated genes were taken into consideration. With DAVID we interrogated representation in KEGG [34] and Biocarta pathways [35]. It uses a modified Fisher's exact test and applies a Benjamini-Hochberg multiple testing correction. The GSEA system uses all data in the microarray analysis in a ranked list and compares a maximal enrichment score to a series of 1,000 random permutations resulting in nominal *P*-values and FDR q-values. For GSEA analysis, the KEGG curated pathway set, the miRNA motif and transcription factor motif gene sets were used applying 1,000 permutations defined by the gene set. A weighed enrichment statistic using log2-ratio of classes was applied. A stringent limit with a nominal *P*-value < 0.001 and a FDR q-value < 0.01 was applied. In addition, we compiled a list of WNT target genes based on the WNT homepage [36] (see Additional file 1) and used a Yates corrected Chi-square test to compare our selected gene lists with the reference list. Other datasets were analyzed using a Mann-Whitney test for unpaired samples.

*In silico *promoter analysis of the *Col3a1, Col5a1 *and *Col5a3 *genes was performed using the TFSearch [37] and ALIBABA [38] online software, based on the TRANSFAC algorithm. Stringent criteria were applied so that only the responsive elements with a high homology to the consensus sequence matched our search (> 90%). Additionally, TCF/LEF responsive elements, specific transcription factors associated with WNT signaling, were investigated using the different consensus sequences as previously identified [39].

## Result

### Primary analysis of the microarrays

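RNA of the tibial articular cartilage and subchondral bone of 6 male mice aged 6 weeks was measured on Affymetrix mouse arrays, with 1 array per mouse. There were 3 wild-type mice (animals 6-1, 8-1 and 9-1) and 3 mice labelled Frzb-/- (animals 6, 14 and 17), on a C57Bl/6J background. The authors removed control and absent probe sets and gave RMA expression values on the log2 scale for 30618 probe sets. The median value per array lay between 7.32 and 7.45. Because Table 1 gives fold changes to several decimals, it shows which arrays entered the paper's comparison. With animals 14 and 17 against the wild-type mice, all 44 of its lines that have a probe set and are not Frzb matched a probe set's mean difference to within 0.01, and with each of the other choices of arrays 0 matched. Animals 14 and 17 are therefore named the Frzb-/- mice here, and animal 6 is the mouse that was left out. Of the probe sets, 25090 belonged to a single gene, for 13817 genes in all. For a gene with several probe sets, the probe set with the highest mean over the 6 arrays was used, also in the counts of gene lists. Counts of genes outside the lists take a gene with at least 1 probe set that passed. Differences between the Frzb-/- and wild-type mice were tested with limma's moderated test, two-sided, and passed at a Benjamini-Hochberg adjusted p under 0.01 with an absolute log2 fold change above 1, which are the paper's thresholds. Values are log2 expression values and log2 fold changes of Frzb-/- over wild-type. In addition, 67 gene lists were tested as sets with limma's camera at a preset correlation of 0.01, and passed at an adjusted p under 0.05 over the 67 lists. The lists, the thresholds and the rule for the genes that are named were set before the data were examined. However, the values of Table 1 had been seen when that rule was written. The lookup of gene synonyms, which settles the genes found for a list, was corrected after the first results were seen. Of the lists 49 were written from general knowledge of cell types and pathways. The other lists hold genes that the paper names. Those from its tables were chosen by the paper on these arrays, so they are not independent evidence of a direction. Some lists written from general knowledge share such genes, among them 13 of 34 for G1/S, 11 of 39 for G2/M and 6 of 11 for secreted WNT antagonists. Also named in the paper's tables or Fig. 1C were 6 of 28 cadherins and 7 of 16 laminins, tenascins and thrombospondins. To that extent these lists are not independent either, while others, such as DNA repair, share 0. However, the paper's DAVID analysis of these arrays names mismatch repair and homologous recombination among its down-regulated pathways. These are the themes of the DNA repair list, so sharing 0 genes does not make that list independent. With a correlation estimated from the arrays no list passed, and the smallest adjusted p was 0.267. Many lists share this value, so it does not tell them apart. The number of mice limits the precision of every value. Without animal 14 or 17 the fit holds 1 Frzb-/- mouse. Calls lost there cannot be told from a loss of precision.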

We were able to dissect the subchondral bone and articular cartilage in one piece (Figure 1A). The heatmap of the RMA expression values from the microarray analysis showed clustering of the transcriptomes into groups formed by the three wild-type and two out of three *Frzb*^-/- ^mice, respectively (Figure 1B). 

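The transcriptome of animal 6 lay near those of the wild-type mice, and those of animals 14 and 17 lay apart. Rhd, a blood group antigen of red cells, had a log2 expression value of 10.98 ± 0.23 (SD, n = 3) in wild-type mice and 7.83 ± 0.07 (SD, n = 2) in Frzb-/- mice, and 11.11 in animal 6. Olfml1, a secreted olfactomedin-like protein, had 5.25 ± 0.07 (SD, n = 3) in wild-type mice and 7.53 ± 0.23 (SD, n = 2) in Frzb-/- mice, and 5.45 in animal 6. Both genes passed the test, with a log2 fold change of -3.15 (standard error 0.16, adjusted p = 0.000878) and a log2 fold change of 2.28 (standard error 0.14, adjusted p = 0.000878). Across the 30618 probe sets, Pearson's correlation was 0.987 to 0.993 between wild-type arrays, 0.988 between the arrays of animals 14 and 17, and 0.938 to 0.967 between these groups. The array of animal 6 had a correlation of 0.983 to 0.991 with the wild-type arrays and of 0.940 to 0.957 with those of animals 14 and 17. Clustering by average linkage placed it with the wild-type arrays. Of the 2275 probe sets that differed between the Frzb-/- and wild-type mice, animal 6 lay within the range of the wild-type mice for 1084. The number expected for a further wild-type mouse was not computed. In 78 (3.4%) the change in animal 6 was at least 0.5 of that in the Frzb-/- mice. Probe sets are not independent replicates, so no p is given for these correlations.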

The third presumed *Frzb*^-/- ^mouse clustered with the wild-types and was subsequently identified by re-genotyping as a heterozygous animal. This sample was not used in the analysis. 

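Frzb mRNA was low in all 3 mice labelled Frzb-/-, animal 6 included. At the brighter of its 2 probe sets Frzb had a log2 expression value of 10.32 ± 0.41 (SD, n = 3) in wild-type mice and 6.72 ± 0.42 (SD, n = 2) in Frzb-/- mice, and 6.93 in animal 6. The values were 10.02, 10.79 and 10.16 in the wild-type mice 6-1, 8-1 and 9-1 and 7.02 and 6.42 in animals 14 and 17. This is a log2 fold change of -3.61 (standard error 0.27, adjusted p = 0.000994). At the other probe set the values were 8.38 ± 0.50 (SD, n = 3) in wild-type mice, 5.07 ± 0.21 (SD, n = 2) in Frzb-/- mice and 5.34 in animal 6, with a log2 fold change of -3.31 (standard error 0.28, adjusted p = 0.00105). Without animal 17 this second difference was -3.16 with an adjusted p of 0.0109, which no longer passed. In a fit with animal 6 as a group of its own, Frzb was lower than in wild-type mice by a log2 difference of -3.39 (standard error 0.35, adjusted p = 0.091) and of -3.05 (standard error 0.35, adjusted p = 0.122) at the 2 probe sets, and neither passed the test. The 95% limits of these differences were -4.49 to -2.29 and -4.16 to -1.93. Animal 6 gives 1 array, so its spread was taken from the other mice. Which part of the gene the allele lacks, and whether the probe sets read it, is not known from the paper's text.

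**Figure D1:**
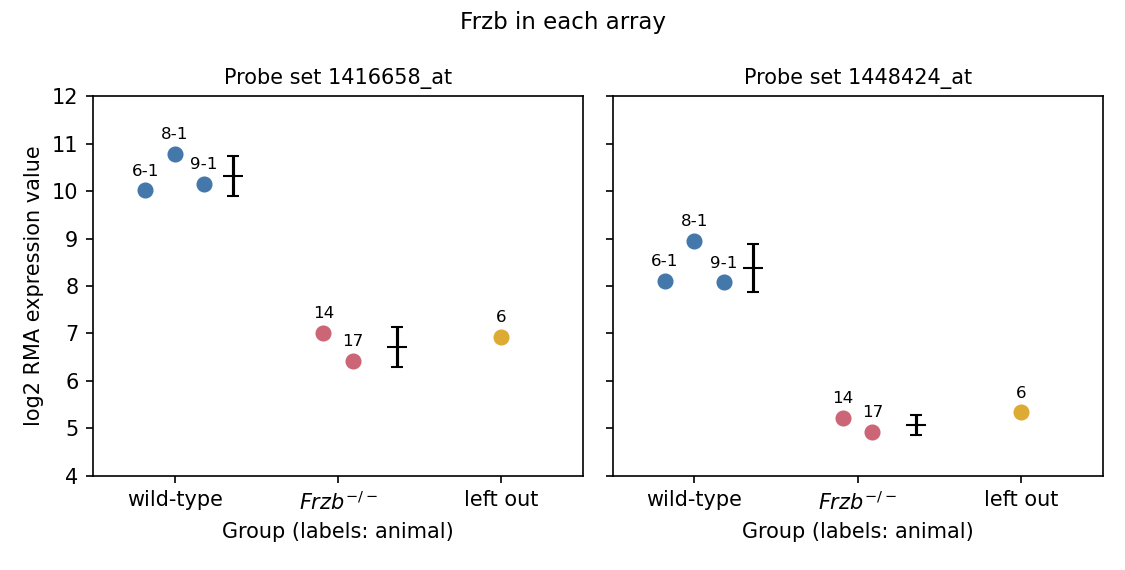
Log2 RMA expression value of Frzb in each array at its 2 probe sets, with the groups on the horizontal axis, the animal written above each point, and bars for the mean ± SD of the 3 wild-type and the 2 Frzb-/- mice. At both probe sets animal 6 lies beside animals 14 and 17, and at the brighter probe set the lowest wild-type value is 10.02.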

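In the Frzb-/- mice, lists of connective tissue and vessel genes were higher and lists of genes of blood cells and dividing cells lower than in wild-type mice by camera at the preset correlation, and with an estimated correlation 0 lists passed (smallest adjusted p = 0.267). At the preset correlation 15 of the 49 lists written from general knowledge were higher. These were the collagens, laminins with tenascins and thrombospondins, small leucine-rich proteoglycans, matrix proteases with their inhibitors, cadherins, frizzled and LRP receptors, TGFβ and BMP ligands and receptors, complement, and clock genes of the Dbp phase, and the markers of fibroblasts, tendon, superficial articular chondrocytes, smooth muscle and pericytes, endothelium and adipocytes. Another 12 lists were lower, namely the markers of the erythroid, neutrophil, megakaryocyte, B cell and T/NK cell lineages and of hematopoietic progenitors, heme synthesis, the G1/S and G2/M phases of the cell cycle, DNA repair, ribosomal proteins and clock genes of the Bmal1 phase. For single probe sets, limma called 717 higher and 1558 lower of 30618. These counts fell to 97 and 335 without animal 17, to 298 and 676 without wild-type mouse 8-1, and to 355 and 1506 without animal 14. With animal 6 among the Frzb-/- mice limma called 0 probe sets, with 3534 at an unadjusted p under 0.05, and limma without moderation of the spread called 0, with 9835 at an unadjusted p under 0.05.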

A total of 697 probe sets out of 30,590 that had a "present" detection call were significantly up-regulated in the *Frzb^-/- ^*samples and 1,524 were significantly down-regulated as compared to the wild-type mice (defined by a *P*-value < 0.01 after Benjamini-Hochberg correction and |log2|-ratio > 1). Cartilage-specific and bone-specific genes were found in the highest percentiles of expressed genes in the microarray analysis, whereas genes specifically related to T cells, B cells and platelets were found in lower percentiles; possibly from RNA originating from the subchondral bone marrow (Figure 1C).

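Genes of cartilage and bone matrix were among the brightest in these tissue pieces. In the wild-type mice the 5 cartilage genes of Fig. 1C with a probe set, Col2a1, Col9a1, Acan, Cnmd (chondromodulin) and Comp, had a median percentile of 99.5 among the 30618 probe sets, and the bone genes Col1a1, Ibsp and Acp5 one of 99.6. The 6 hematopoietic genes had a median percentile of 56.4. Of these, Ptprc (CD45, found on all leukocytes) stood at 96.9 ± 0.85 (SD, n = 3), Ms4a1 (CD20 of B cells) at 79.9 ± 3.21 and Btk, a kinase of B cells, at 77.9 ± 3.51, while Cd3d stood at 35.0 ± 3.74, Pou2f2 at 25.5 ± 1.12 and Cd8a at 5.36 ± 0.36. In the Frzb-/- mice Ptprc, Ms4a1 and Btk fell, with log2 fold changes of -1.83, -2.57 and -1.85 (adjusted p = 0.00174, 0.00293 and 0.00249), to the percentiles 87.0, 38.7 and 48.3. Cd3d, Cd8a and Pou2f2 did not pass the test. Without wild-type mouse 8-1 or animal 17, 0 (3 at an unadjusted p under 0.05 from limma) and 1 of the 3 that fell passed, in that order. None of the 8 cartilage and bone genes passed limma's test, and the log2 fold changes of Col2a1 and Col1a1 were 0.03 and 0.27 (adjusted p = 0.874 and 0.128).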

**Figure 1:**
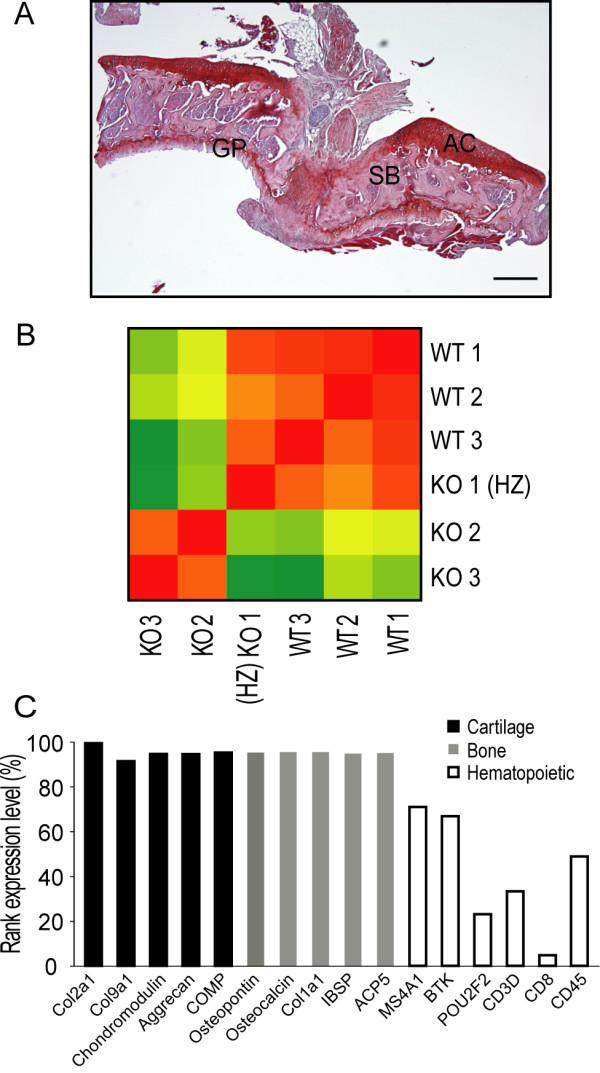
**Microarray analysis of cartilage and subchondral bone**. **(A) **Frontal hematoxylin-safranin O stained section of the tibia articular cartilage and subchondral bone isolated from a wild-type C57Bl/6 mouse at six weeks of age. Dissected tissues include the articular cartilage (AC), the underlying subchondral bone (SB) containing trabeculae and bone marrow and the upper part of the growth plate (GP). Scale bar = 50 μm **(B) **Heatmap showing the correlation between the Robust Multiarray Averaging (RMA) expression values for all samples. The three wild-type (WT) and one heterozygous frizzled-related protein (*Frzb^+/-^*) (HZ) mouse cluster apart from the two *Frzb^-/- ^*(KO) mice. Correlations are presented by colors going from green (lowest) to red (highest). **(C) **Analysis of the representation of genes in the microarray associated with articular cartilage (collagen type 2a1 (*Col2a1*), collagen type 9a1 (*Col9a1*), aggrecan, chondromodulin, cartilage oligomeric matrix protein (*Comp*)), bone (osteopontin, osteocalcin, collagen type 1a1 (*Col1a1*), bone sialoprotein 2 (*Ibsp*), tartrate-resistant acid phosphatase type 5 (*Acp5*)), and hematopoiesis (B-lymphocyte antigen CD20 (*Ms4a1*), B-cell progenitor kinase (*Btk*), lymphoid-restricted immunoglobulin octamer-binding protein (*Pou2f2*), CD3 antigen (*CD3*), CD8 antigen (*CD8*), protein tyrosine phosphatase, receptor type C (*CD45*)). Cartilage- and bone-specific genes were found in the highest percentiles, while T cell, B cell and platelet related genes, were found in lower amounts.

Using the PANTHER resource, 493 mapped genes were identified as up-regulated and 905 mapped genes were identified as down-regulated in *Frzb*^-/- ^mice. The 25 genes with the largest fold-difference between *Frzb*^-/- ^and wild-type mice are presented in Table 1. 

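Among genes that passed, the largest rises in the Frzb-/- mice were those of Dbp, a transcription factor of the circadian clock, Pck1, an enzyme of gluconeogenesis, the unnamed gene AW551984, and Rbm45, an RNA-binding protein. Dbp had a log2 expression value of 7.88 ± 0.15 (SD, n = 3) in wild-type mice and 11.43 ± 0.16 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 3.55 (standard error 0.14, adjusted p = 0.000397). The log2 fold changes of Pck1, AW551984, Rbm45 and the secreted protein Angptl7 were 2.84, 2.73, 2.69 and 2.46. Among genes that passed, the largest falls were those of Olfm4, a granule protein of neutrophils, with a log2 fold change of -4.25 (standard error 0.39, adjusted p = 0.00118), a gene of an immunoglobulin kappa chain (-4.24), Apol11b (-3.82), Frzb itself, and Mmp8, the collagenase of neutrophils (-3.53). In all, 524 genes were higher and 959 lower, 1 of them in both by different probe sets. Without animal 17 the counts were 75 and 243, without wild-type mouse 8-1 they were 236 and 469, and without animal 14 the count of higher genes was 279. In 39 of 44 lines of Table 1 the value of animal 6 lay nearer to the wild-type mice, and in 5, those of Dbp, Rbm45, Htra4, Nr1d2 and Gpr1, nearer to the Frzb-/- mice. Rbm45 lies within 10 Mb of Frzb on its chromosome and had a value of 9.64 in animal 6 beside 6.62 ± 0.40 (SD, n = 3) in wild-type and 9.31 ± 0.19 (SD, n = 2) in Frzb-/- mice.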

A complete list of all regulated genes and fold differences can be found in the additional materials (see Additional file 2).

**Table 1:** Top 25 differentially up- and down-regulated genes by log fold change (LogFC)

Up-regulated genes			Down-regulated genes		
**Symbol**	**Name**	**LogFC**	**Symbol**	**Name**	**LogFC**
*Dbp*	D site albumin promoter binding protein	3.551	*Olfm4*	olfactomedin 4	-4.248
*Pck1*	phosphoenolpyruvate carboxykinase 1, cytosolic	2.836	*Igkv15-103*	immunoglobulin kappa chain variable 15-103	-4.238
*Rbm45*	RNA binding motif protein 45	2.689	*Apol11b*	apolipoprotein L 11b	-4.151
*Aspn*	asporin	2.464	*Frzb*	frizzled-related protein	-3.606
*Angptl7*	angiopoietin-like 7	2.461	*Mmp8*	matrix metallopeptidase 8	-3.531
*Htra4*	HtrA serine peptidase 4	2.442	*Cd5l*	CD5 antigen-like	-3.442
*Nnat*	neuronatin	2.367	*Slfn1*	schlafen 1	-3.388
*Epha3*	Eph receptor A3	2.367	*Apol8*	apolipoprotein L 8	-3.345
*Lrrn4cl*	LRRN4 C-terminal like	2.355	*Car1*	carbonic anhydrase 1	-3.338
*Angptl1*	angiopoietin-like 1	2.344	*Gypa*	glycophorin A	-3.328
*Matn4*	matrilin 4	2.315	*Spna1*	spectrin alpha 1	-3.294
*Olfml1*	olfactomedin-like 1	2.276	*Myb*	myeloblastosis oncogene	-3.264
*Col14a1*	collagen, type XIV, alpha 1	2.260	*Epb4.2*	erythrocyte protein band 4.2	-3.245
*Cdh13*	cadherin 13	2.230	*Ceacam10*	carcinoembryonic antigen-related cell adhesion molecule 10	-3.218
*Col14a1*	collagen, type XIV, alpha 1	2.202	*Spna1*	spectrin alpha 1	-3.175
*Sfrp1*	secreted frizzled-related protein 1	2.199	*Cd177*	CD177 antigen	-3.173
*Pck1*	phosphoenolpyruvate carboxykinase 1, cytosolic	2.189	*Igj*	immunoglobulin joining chain	-3.158
*Dkk3*	dickkopf homolog 3 (*Xenopus laevis*)	2.166	*Gypa*	glycophorin A	-3.156
*Nr1d2*	nuclear receptor subfamily 1, group D, member 2	2.142	*Rhd*	Rh blood group, D antigen	-3.152
*Adrb3*	adrenergic receptor, beta 3	2.138	*Fam55b*	family with sequence similarity 55, member B	-3.151
*Gnas*	guanine nucleotide binding protein, alpha stimulating	2.132	*Abca13*	ATP-binding cassette, sub-family A (ABC1), member 13	-3.142
*Dkk2*	dickkopf homolog 2 (*Xenopus laevis*)	2.131	*Mylk3*	myosin light chain kinase 3	-3.139
*Hmcn1*	hemicentin 1	2.116	*Ankrd43*	ankyrin repeat domain 43	-3.135
*Gpr1*	G protein-coupled receptor 1	2.115	*Ifitm6*	interferon induced transmembrane protein 6	-3.128
*Lrrc15*	leucine rich repeat containing 15	2.110	*Myb*	myeloblastosis oncogene	-3.111

### Pathway analysis

Different bioinformatics tools were used for analysis of the large dataset with emphasis on the identification of pathways differentially regulated between the *Frzb*^-/- ^and wild-type mice. The PANTHER pathway analysis is shown in Table 2. Among the up-regulated pathways the ECM-associated integrin pathway, the cadherin pathway, as well as WNT signaling, were most striking from a biological perspective. 

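Among 25 integrin genes, 3 rose in the Frzb-/- mice and 5 fell. Itga8, the partner of integrin β1 in receptors for nephronectin, had a log2 expression value of 7.20 ± 0.11 (SD, n = 3) in wild-type mice and 8.55 ± 0.21 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.35 (standard error 0.14, adjusted p = 0.00154). Itgbl1, an integrin β-like protein, had 8.60 ± 0.36 (SD, n = 3) in wild-type mice and 10.48 ± 0.21 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.88 (standard error 0.22, adjusted p = 0.00195). When wild-type mouse 8-1 or animal 17 was left out, 1 and 0 (3 at an unadjusted p under 0.05 from limma) of these 3 passed, in that order. The abundant Itgav and Itgb5 did not pass, at log2 fold changes of 0.35 and 0.77, and 3 integrins rose and 7 fell when adjusted over the list alone. As a set the integrins did not pass (adjusted p = 0.582 from camera), with a median of 0.28 and a mean of -0.11. Of 28 cadherins and protocadherins, 6 also stand in the paper's tables, chosen on these arrays. Of the 28, 5 rose and 0 fell, with 23 not passing (5 and 1 when adjusted over the list alone). They included Cdh13, a cadherin anchored to the membrane by lipid (log2 fold change 1.42, adjusted p = 0.00835), and the giant cadherin Fat4 (log2 fold change 1.31, adjusted p = 0.00119), and the list was higher by camera (adjusted p = 0.00129, adjusted p = 0.38 with an estimated correlation). On leaving out wild-type mouse 6-1, wild-type mouse 8-1, wild-type mouse 9-1, animal 14 or animal 17, 3, 2, 3, 2 and 1 of these 5 passed, in that order. Of 6 adhesion genes of Table 4, a list chosen on these arrays, 4 rose (2 without wild-type mouse 6-1 or 9-1, 1 without wild-type mouse 8-1 or animal 14 and 0 without animal 17, where 4 had an unadjusted p under 0.05 from limma), among them Pcdh17 (1.27) and Dchs1 (1.10), and Pcdh18 passed at a dimmer probe set with 1.12. None of 9 WNT ligands passed limma's test, and Wnt4 and Wnt7a had log2 fold changes of 0.07 and -0.10. Markers of vessels moved with these genes. The smooth muscle and pericyte list had a median of 0.89 with 3 of 14 genes higher (0 without animal 17, where 3 had an unadjusted p under 0.05 from limma), among them Myh11 at 1.79 and Tagln at 1.44 (adjusted p = 4.18e-06 from camera, adjusted p = 0.267 with an estimated correlation), and the endothelial list a median of 0.62 with 1 of 16 genes higher, Sox17, which passed without wild-type mouse 6-1 or 9-1 and not without the others (adjusted p = 4.61e-05 from camera, adjusted p = 0.382 with an estimated correlation).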

Down-regulated pathways pointed towards inflammation and immune cascades, the cell cycle, p53 activation and again integrins (Table 2). 

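Genes of neutrophils were lower in the Frzb-/- mice. Of 22 genes of the neutrophil list 21 fell, and the median log2 fold change was -2.43 (adjusted p = 2.07e-14 from camera, adjusted p = 0.267 with an estimated correlation). S100a8 and S100a9, which form the antimicrobial protein calprotectin, were the brightest of them. S100a9 had a log2 expression value of 14.40 ± 0.20 (SD, n = 3) in wild-type mice and 12.73 ± 0.33 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -1.67 (standard error 0.19, adjusted p = 0.0017), and S100a8 had a log2 fold change of -1.47 (standard error 0.20, adjusted p = 0.00293). The integrins that fell were those of leukocytes. These were Itgal (-2.34) and its partner Itgb2 (-1.64), which form the receptor LFA-1, Itgam (-1.36), which forms Mac-1 with Itgb2, Itga4 (-1.55) and Itgb2l (-2.23). With wild-type mouse 8-1, animal 14 or animal 17 left out, 1, 2 and 1 of these 5 passed, in that order. Among 13 genes of T and NK cells 3 fell (1 without wild-type mouse 8-1 and 0 without animal 17, where 3 had an unadjusted p under 0.05 from limma), including Nkg7 of cytotoxic cells (-2.39) and the interleukin-7 receptor Il7r (-1.85), and 1 rose, Thy1, which fibroblasts express as well (0 without animal 17, where 1 had an unadjusted p under 0.05 from limma, adjusted p = 0.0156 from camera, adjusted p = 0.267 with an estimated correlation). Monocyte and macrophage genes did not pass as a set. Of 16, 3 fell (1 without wild-type mouse 8-1 or animal 17), among them the chemokine receptor Ccr2 (-1.60) and Mpeg1 (-1.38), and the median was 0.10 with a mean of -0.18 (adjusted p = 0.778 from camera). Csf1r, their growth factor receptor, had a log2 fold change of 0.19. Of 12 genes that Table 5 gives as down-regulated, a list chosen on these arrays, 10 passed (5 without animal 14 and 1 without wild-type mouse 8-1 or animal 17), the other 2, Lims1 and Map3k1, passed at a dimmer probe set with -1.08 and -1.14, and the median was -1.36 (adjusted p = 7.83e-08 from camera, adjusted p = 0.267 with an estimated correlation). Without animal 17, 7 of the 21 neutrophil genes passed.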

Associations of the differentially regulated gene set using databases defining "biological processes" as analysed by PANTHER are shown in the additional materials (see Additional file 3).

**Table 2:** PANTHER analysis of differentially expressed genes by pathway.

Pathway	number of genes in reference list	number of regulated genes	Expected number of genes	*P*-value*
**Pathways that are overrepresented taking up-regulated genes into account**				
Integrin signaling pathway	185	19	3.48	4.78E-09
WNT signaling pathway	348	22	6.55	1.27E-06
Angiogenesis	193	12	3.63	3.76E-04
Cadherin signaling pathway	167	11	3.14	4.07E-04
Alzheimer disease-presenilin pathway	124	9	2.33	6.84E-04
**Pathways that are overrepresented taking downregulated genes into account**				
B cell activation	87	21	3.01	1.03E-11
p53 pathway	127	18	4.39	8.32E-07
Inflammation mediated by chemokine and cytokine signaling pathway	298	29	10.30	1.12E-06
Blood coagulation	55	10	1.90	2.96E-05
p53 pathway feedback loops 2	51	9	1.76	9.15E-05
Parkinson disease	106	13	3.66	1.13E-04
Cell cycle	24	6	0.83	2.21E-04
Integrin signaling pathway	185	17	6.39	3.38E-04
*De novo *pyrimidine deoxyribonucleotide biosynthesis	23	5	0.79	1.36E-03
DNA replication	25	5	0.86	1.95E-03
Ras Pathway	80	9	2.76	2.20E-03
Apoptosis signaling pathway	141	12	4.87	4.37E-03
T cell activation	142	12	4.91	4.61E-03
JAK/STAT signaling pathway	20	4	0.69	5.48E-03
Angiogenesis	193	14	6.67	8.51E-03
**Pathways that are overrepresented taking up- and down-regulated genes into account**				
Integrin signaling pathway	185	36	9.87	7.87E-09
B cell activation	87	24	4.64	7.10E-09
Inflammation mediated by chemokine and cytokine signaling pathway	298	41	15.90	2.42E-06
p53 pathway	127	21	6.78	1.79E-04
Angiogenesis	193	26	10.30	4.45E-04
Blood coagulation	55	12	2.93	8.00E-04
p53 pathway feedback loops 2	51	9	2.72	2.42E-02
Cell cycle	24	6	1.28	2.19E-02
WNT signaling pathway	348	31	18.57	4.57E-02
Axon guidance mediated by netrin	29	6	1.55	4.36E-02
Parkinson disease	106	13	5.66	4.22E-02

* *P*-values are obtained by the binomial test; only *P*-values that fulfilled an additional false discovery rate test are shown.

We also applied the DAVID bioinformatics tools specifically interrogating gene representation in KEGG and Biocarta databases. Again, pathways associated with WNT signaling, cell adhesion and ECM interactions were most prominent among the up-regulated gene sets and appeared relevant from a biological perspective (see Additional file 4). Members of transforming growth factor-beta (TGFβ) superfamily signaling, including bone morphogenetic proteins (BMPs), were also up-regulated. 

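Of 42 genes of TGFβ and BMP ligands, receptors and binding proteins, 7 rose in the Frzb-/- mice, or 9 when any probe set counts, and 0 fell. Those that rose included the latent TGFβ-binding proteins Ltbp4 and Ltbp2, which hold the ligand in the matrix. Ltbp4 had a log2 expression value of 8.46 ± 0.23 (SD, n = 3) in wild-type mice and 9.89 ± 0.04 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.43 (standard error 0.16, adjusted p = 0.00166), and Ltbp2 had a log2 fold change of 1.31 (standard error 0.12, adjusted p = 0.00119). Their brighter relative Ltbp3 (log2 fold change 0.86, adjusted p = 0.00763) and the receptor Tgfbr2 (log2 fold change 0.50, adjusted p = 0.0388) did not pass. The median log2 fold change of the list was 0.48 (adjusted p = 6.6e-07 from camera, adjusted p = 0.267 with an estimated correlation). Without wild-type mouse 8-1, wild-type mouse 9-1, animal 14 or animal 17, 3, 4, 4 and 0 (7 at an unadjusted p under 0.05 from limma) of the 7 that rose passed, in that order. Of the 3 receptors in Table 4, Acvr1 (log2 fold change 1.06, adjusted p = 0.00411) and Bmpr1b (log2 fold change 1.02, adjusted p = 0.00827), both type I receptors for BMPs, passed (0 without wild-type mouse 6-1, 8-1 or 9-1 or animal 14 or 17, where 2 had an unadjusted p under 0.05 from limma), while Acvr1c had 0.21 at its brightest probe set and passed at 2 others with 1.45 and 1.63. Genes of superficial articular chondrocytes were higher beside them. In this list 3 of 10 genes rose (1 without wild-type mouse 9-1 or animal 14 and 0 without animal 17, where 3 had an unadjusted p under 0.05 from limma), among them Tppp3 (1.51) and the transcription factor Creb5 (1.45), while 1 gene of the list fell at a dimmer probe set with -1.46, and the median was 0.81 (adjusted p = 0.00664 from camera, adjusted p = 0.411 with an estimated correlation). Prg4, the lubricant of the joint surface, had 13.50 ± 0.29 (SD, n = 3) in wild-type mice and 14.35 ± 0.09 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 0.85 that did not pass (adjusted p = 0.0164).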

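Genes of DNA repair were lower in the Frzb-/- mice, and few targets of p53 passed. Of 16 genes of mismatch repair and homologous recombination 11 fell and 0 rose. Brca1 had a log2 expression value of 8.94 ± 0.20 (SD, n = 3) in wild-type mice and 6.70 ± 0.54 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -2.25 (standard error 0.24, adjusted p = 0.00153), and Rad54l, a motor protein of recombination, had a log2 fold change of -1.96 (standard error 0.30, adjusted p = 0.00487). The mismatch repair gene Msh6 fell as well (-1.16), and the median of the list was -1.16 (adjusted p = 1.74e-08 from camera, adjusted p = 0.267 with an estimated correlation). When wild-type mouse 6-1, wild-type mouse 8-1, wild-type mouse 9-1 or animal 17 was left out, 7, 4, 7 and 2 of these 11 passed, in that order. Of 18 p53 target genes 1 rose, Igfbp3, which binds insulin-like growth factors (log2 fold change 1.23, adjusted p = 0.00278), and 2 fell, among them Pmaip1, a trigger of apoptosis (log2 fold change -1.06, adjusted p = 0.00419). The rise was lost without wild-type mouse 6-1 or 8-1 or animal 14, and the 2 falls became 1 without wild-type mouse 9-1 and 0 without wild-type mouse 6-1 or 8-1 or animal 17, where 2 had an unadjusted p under 0.05 from limma. The abundant targets Ccng1 (0.24) and Trp53inp1 (-0.76) did not pass, and the list as a set did not pass (adjusted p = 0.573 from camera), with a median of 0.06 and a mean of -0.09. Among 17 genes that halt the cell cycle, 2 rose (1 without wild-type mouse 6-1, 8-1 or 9-1 or animal 14 and 0 without animal 17, where 2 had an unadjusted p under 0.05 from limma), including Gas1 (1.15), and 5 fell (3 without wild-type mouse 6-1 or animal 14 and 2 without wild-type mouse 8-1 or animal 17), including Btg2 (-1.62), Gadd45a (-1.44) and the pocket protein Rbl1 (-1.60), with a median of -0.49 (adjusted p = 0.0813 from camera). Markers of blood formation fell beside these lists. Of 8 heme synthesis genes 7 fell (2 without animal 17), with Alas2, the first enzyme of the path in red cell precursors, at -2.42 and a list median of -1.51 (adjusted p = 3.11e-06 from camera, adjusted p = 0.267 with an estimated correlation). The hematopoietic progenitor list had a median of -0.69, with 6 of 14 genes lower (3 without wild-type mouse 8-1 and 2 without animal 17), among them Myb (-2.84) and Tal1 (-2.54) and 2 higher (1 without wild-type mouse 6-1 or 9-1 and 0 without wild-type mouse 8-1 or animal 14 or 17, where 2 had an unadjusted p under 0.05 from limma), among them Cd34, which vessels express too (1.17, adjusted p = 0.025 from camera, adjusted p = 0.525 with an estimated correlation).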

Pathways among the down-regulated gene list were again linked to p53 signaling and the cell cycle, and to different systems associated with immunity and inflammation. The GSEA analysis further confirmed positive associations between *Frzb*^-/- ^mice and ECM interactions as well as negative associations with the cell cycle (see Additional file 5). 

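Lists of matrix glycoproteins and of matrix proteases with their inhibitors were higher in the Frzb-/- mice by camera, though most of the proteases and inhibitors did not pass singly. Of 16 laminins, tenascins and thrombospondins 7 rose and 0 fell (8 and 0 when adjusted over the list alone). Thbs2, a thrombospondin of connective tissue, had a log2 expression value of 9.82 ± 0.27 (SD, n = 3) in wild-type mice and 11.62 ± 0.05 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.80 (standard error 0.17, adjusted p = 0.00124), and the tenascin Tnn had 9.67 ± 0.29 (SD, n = 3) in wild-type mice and 11.43 ± 0.12 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.77 (standard error 0.19, adjusted p = 0.00152). Tnc, the brightest tenascin, did not pass (0.13). The median of the list was 0.94 (adjusted p = 7.92e-05 from camera, adjusted p = 0.267 with an estimated correlation). On leaving out wild-type mouse 8-1, wild-type mouse 9-1, animal 14 or animal 17, 4, 3, 3 and 0 (7 at an unadjusted p under 0.05 from limma) of these 7 passed, in that order. Of 21 matrix proteases and inhibitors 5 rose, or 8 when any probe set counts, 2 of the 3 added being inhibitors, with Adamts12 at 1.48, and 1 fell, Mmp8 of neutrophils, for a median of 0.73 (adjusted p = 1.48e-05 from camera, adjusted p = 0.338 with an estimated correlation). The number that rose was 3 without wild-type mouse 8-1, 2 without animal 14 and 0 without animal 17, where 5 had an unadjusted p under 0.05 from limma. Mmp8 did not pass without animal 17. Mmp13 of hypertrophic chondrocytes and Mmp9 of osteoclasts did not pass, at 0.40 and -0.10. Fibroblast markers rose with the matrix genes, though the fibroblast list itself holds the collagens Col1a2 and Col3a1. In a list of 21 genes of fibroblasts and synovium, 12 rose, or 16 when any probe set counts, and 0 fell (3 without wild-type mouse 8-1 or animal 14 and 1 without animal 17), among them Mfap4 of elastic microfibrils (2.04) and the surface protein Thy1 (1.94), and the median was 1.01 (adjusted p = 1.07e-08 from camera, adjusted p = 0.267 with an estimated correlation). Col1a2, the second chain of type I collagen, had a log2 fold change of 0.18.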

No miRNAs were associated with the *Frzb^-/- ^*or wild-type phenotype using the stringent limit (nominal *P*-value < 0.001 and FDR q-value < 0.01). Only miRNA-147 had a nominal *P*-value < 0.001 and a FDR q-value < 0.25 (0.17). This miRNA has been associated with WNT and ECM pathways [40] (Table 3). In the transcription factor analysis, motifs associated with *Foxd1, Znf238 *and *Pbx1 *had nominal *P*-values < 0.001 and FDR q-values < 0.05. *Foxd1 *has been suggested as a WNT target gene in the developing chick retina [41] (Table 3). In addition, two motifs without specific transcription factor association were also enriched with *P*-values < 0.001 and FDR q-values < 0.05 (Table 3). Genes overexpressed in the wild-type mice compared to the *Frzb^-/- ^*mice were associated with different members of the E2F family of transcription factors applying the stringent criteria. E2F1 has been negatively associated with WNT signaling [42].

**Table 3:** miRNAs and transcription factors motifs for genes up-regulated in the *Frzb^-/- ^*mice

Name/Responsive Element sequence	Description	Enrichment Score	Nominal *P*-value	FDR* q-value
**miRNA associations in *Frzb^-/- ^*samples**				
miR-147	microRNA-147	0.49	0.000	0.172
**Transcription factor associations in *Frzb^-/- ^*samples**				
FoxD1	forkhead box D1	0.48	0.000	0.027
Znf238	zinc finger protein 238	0.45	0.000	0.018
Pbx1	pre B-cell leukemia transcription factor 1	0.49	0.000	0.014
RYTAAWNNNTGAY	No matching TCF	0.58	0.000	0.037
AAANWWTGC	No matching TCF	0.43	0.000	0.018

*False discovery rate (FDR)

### Detailed pathway analysis

We focused on a detailed analysis of changes in the WNT, the integrin/cadherin/ECM and the cell cycle pathways. 

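Genes of red cell precursors, B cells and platelets fell strongly in animals 14 and 17 and did not in animal 6. Of 19 erythroid genes 17 fell and 0 rose. Car1, the carbonic anhydrase of red cells, had a log2 expression value of 10.52 ± 0.23 (SD, n = 3) in wild-type mice and 7.19 ± 0.46 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -3.34 (standard error 0.23, adjusted p = 0.000938), and the membrane protein Epb42 had a log2 fold change of -3.25 (standard error 0.24, adjusted p = 0.000992). The abundant Car2 (-2.58) and the transferrin receptor Tfrc (-1.40) fell as well (adjusted p = 1.67e-13 from camera, adjusted p = 0.267 with an estimated correlation). Among 22 B cell genes 15 fell, among them Jchain of secreted antibodies (-3.16), the recombinase Rag1 (-2.99) and the adaptor Blnk (-1.34), while the transcription factor Ebf1, which stromal cells express too, did not pass (0.18, adjusted p = 2.62e-11 from camera, adjusted p = 0.267 with an estimated correlation). Of 14 genes of megakaryocytes and platelets 8 fell, and 10 when adjusted over the list alone, with Gp5 at -2.91 and the platelet chemokines Ppbp and Pf4 at -2.81 and -1.41 (adjusted p = 2.73e-07 from camera, adjusted p = 0.267 with an estimated correlation). Basophil and mast cell genes went both ways, with 3 of 10 lower (1 without wild-type mouse 8-1 and 0 without animal 17, where 3 had an unadjusted p under 0.05 from limma), among them Mcpt8 (-2.49), and 2 higher (1 without wild-type mouse 6-1 or 9-1 or animal 14 and 0 without wild-type mouse 8-1 or animal 17, where 2 had an unadjusted p under 0.05 from limma, adjusted p = 0.398 from camera). The median differences from wild-type in animals 14, 17 and 6 were -2.38, -3.20 and 0.19 for the erythroid list, -1.46, -2.09 and 0.05 for B cells and -1.30, -2.36 and 0.07 for megakaryocytes. With animal 17 left out, 11 of the 17 erythroid genes passed. Without wild-type mouse 8-1 or animal 17, 9 and 8 of the 15 B cell genes passed, in that order. When wild-type mouse 6-1, wild-type mouse 8-1, wild-type mouse 9-1 or animal 17 was left out, 2, 2, 2 and 4 of the 8 platelet genes passed, in that order.

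**Figure D2:**
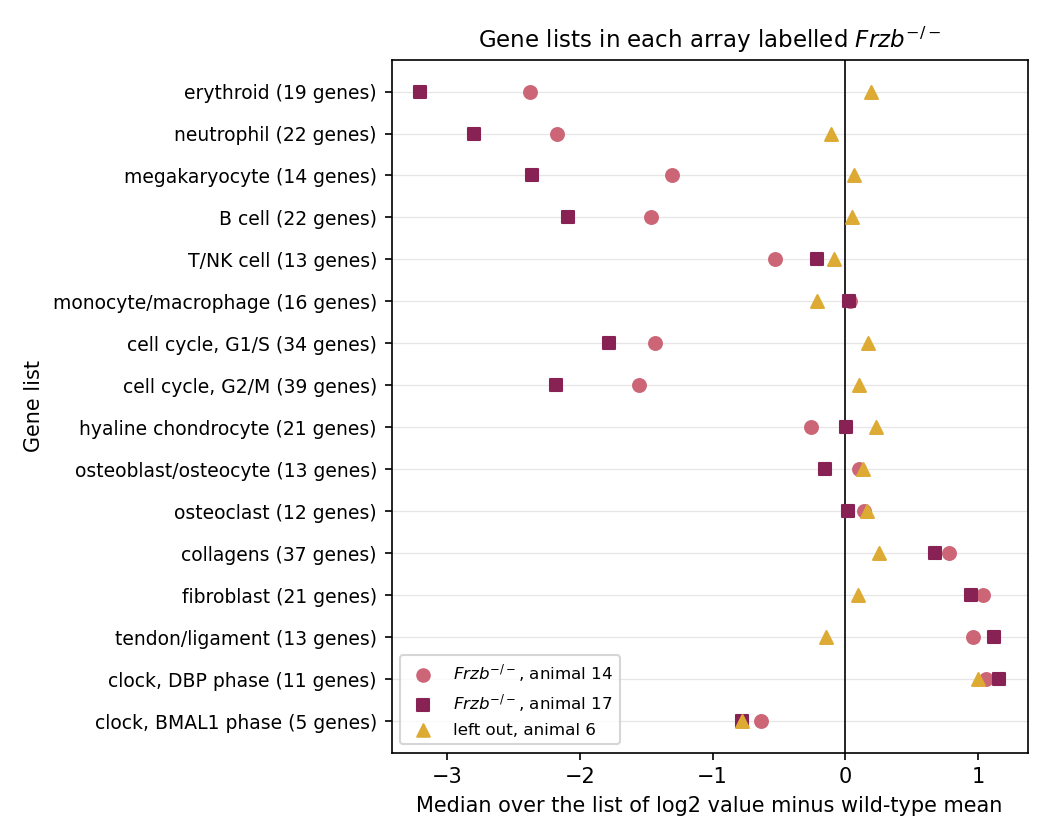
Median over each gene list of the log2 expression value minus the wild-type mean, on the horizontal axis, for each of the 3 arrays labelled Frzb-/-, with the lists on the vertical axis. Animals 14 and 17 lie at -2.38 and -3.20 for the erythroid list, where animal 6 lies at 0.19, and all 3 lie close together for the 2 clock lists.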

Many genes mapped in the down-regulated inflammation-associated signaling systems were specifically linked to immune cell populations present in the bone marrow and were not further taken into account for this study.

The WNT pathway gene set demonstrated up-regulation of different extracellullar WNT antagonists in the *Frzb*^-/- ^mice as compared to wild-types. These genes belonged to the SFRP/FRZB-family, to the DKK family and to a group of intracellular WNT pathway modulators (Table 4 - compiled from PANTHER and DAVID analysis). 

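Apart from Frzb, 5 of 11 genes of secreted WNT antagonists rose in the Frzb-/- mice and 2 fell. Sfrp2, a relative of Frzb that binds WNT ligands, had a log2 expression value of 8.21 ± 0.45 (SD, n = 3) in wild-type mice and 10.11 ± 0.01 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.89 (standard error 0.25, adjusted p = 0.00283). Dkk2, which blocks the LRP co-receptors, had 5.97 ± 0.31 (SD, n = 3) in wild-type mice and 8.10 ± 0.38 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 2.13 (standard error 0.23, adjusted p = 0.00157). The others that rose were Sfrp1 (log2 fold change 1.19, adjusted p = 0.00342), Sfrp4 (log2 fold change 1.50, adjusted p = 0.00289) and Dkk3 (log2 fold change 1.64, adjusted p = 0.000999). The antagonists that fell were Dkk1 (log2 fold change -1.05, adjusted p = 0.00659) and Sost, the sclerostin of osteocytes, with 9.37 ± 0.42 (SD, n = 3) in wild-type mice and 6.79 ± 0.25 (SD, n = 2) in Frzb-/- mice (log2 fold change -2.57, adjusted p = 0.00124). Wif1 did not pass (0.50). As a set these genes did not pass (adjusted p = 0.0801 from camera), with a median of 0.66. In the same arrays the fibroblast and tendon lists had medians of 1.01 and 1.04. Of their markers 9 of 21 and 8 of 13 did not pass, and the others were higher. With an estimated correlation both lists had an adjusted p of 0.267 from camera. On leaving out wild-type mouse 8-1, animal 14 or animal 17, 2, 2 and 2 of the 5 that rose passed, in that order. Dkk1 passed only in the fit without animal 14, and Sost passed in every fit that left out 1 mouse except that without animal 17. All 7 antagonists and modulators of Table 4 with a probe set rose, a list chosen on these arrays (3 without wild-type mouse 8-1 or animal 14 or 17), with a median of 1.63 (adjusted p = 9.57e-06 from camera, adjusted p = 0.267 with an estimated correlation). Of 13 osteoblast and osteocyte genes 2 fell (0 without animal 17, where 2 had an unadjusted p under 0.05 from limma), Sost and Mepe, another product of osteocytes (-1.59), and the list, with a median of 0.16 and a mean of -0.34, did not pass (adjusted p = 0.553 from camera).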

Different frizzled (FZD) receptors were up-regulated and there was evidence for activation of both canonical and non-canonical signaling with increased expression of target genes, such as *Rspo2, Wisp2, Sox17, Tbl1x *and *Acta2*, and of intracellular messenger molecules *Nfatc2 *and *4 *that are activated in the calcium-dependent WNT pathway (Table 4).

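Of 15 frizzled, LRP and related receptors for WNT ligands 4 rose in the Frzb-/- mice and 0 fell. Fzd1 had a log2 expression value of 8.66 ± 0.05 (SD, n = 3) in wild-type mice and 10.03 ± 0.18 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.37 (standard error 0.13, adjusted p = 0.0012), and Fzd8 had 7.62 ± 0.14 (SD, n = 3) in wild-type mice and 8.75 ± 0.02 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.13 (standard error 0.13, adjusted p = 0.00183). Fzd2 (log2 fold change 1.02, adjusted p = 0.00357) and Ror1, a receptor for WNT5A (log2 fold change 1.49, adjusted p = 0.00648), rose too, whereas Fzd4 (log2 fold change 1.41, adjusted p = 0.0335) and Ryk (log2 fold change 0.24, adjusted p = 0.194) did not pass. The median of the receptors was 0.46 (adjusted p = 0.00048 from camera, adjusted p = 0.338 with an estimated correlation), beside larger medians of the markers of fibroblasts (1.01), tendon (1.04) and smooth muscle (0.89). With animal 14 or animal 17 left out, 1 and 0 (4 at an unadjusted p under 0.05 from limma) of the 4 receptors passed, in that order. Among the target genes of Table 4, a list chosen on these arrays, 4 of 5 rose. These were Rspo2, which strengthens WNT signals (log2 fold change 1.50, adjusted p = 0.00135), Ccn5, named Wisp2 in the paper (log2 fold change 1.11, adjusted p = 0.00352), Sox17, a transcription factor of endothelium (log2 fold change 1.48, adjusted p = 0.00266), and the smooth muscle actin Acta2 (log2 fold change 1.24, adjusted p = 0.00132). Tbl1x had a log2 fold change of 0.28 at its brightest probe set and passed at another with 1.43. Nfatc2 (log2 fold change 1.14, adjusted p = 0.00558) and Nfatc4 (adjusted p = 0.00268), transcription factors that calcium activates, rose, as did Prickle2 of the planar cell polarity pathway (log2 fold change 1.07, adjusted p = 0.00305). Without wild-type mouse 8-1, animal 14 or animal 17, 2, 2 and 0 (4 at an unadjusted p under 0.05 from limma) of the 4 target genes passed, in that order. When wild-type mouse 8-1, animal 14 or animal 17 was left out, 0 (3 at an unadjusted p under 0.05 from limma), 0 (3 at an unadjusted p under 0.05 from limma) and 1 of the 3 messengers passed, in that order.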

**Table 4:** Genes linked to WNT signaling that are significantly up- or down-regulated

Symbol	Name	Function
**Up-regulated genes in *Frzb^-/- ^*mice**		
**WNT target genes**		
*Acta2*	actin, alpha 2, smooth muscle, aorta	Target gene
*Rspo2*	R-spondin 2 homolog (*Xenopus laevis*)	Target gene and stimulates WNT/β-catenin pathway
*Sox17*	SRY-box containing gene 17	Target gene
*Tbl1x*	transducin (beta)-like 1X-linked	Target gene and adaptor with the ubiquitin-conjugating/19S proteasome
*Wisp2*	WNT1 inducible signaling pathway protein 2	Target gene
**WNT antagonists**		
*Dkk2*	dickkopf homolog 2 (*Xenopus laevis*)	Extracellular WNT antagonist
*Dkk3*	dickkopf homolog 3 (*Xenopus laevis*)	Extracellular WNT antagonist
*Nkd1*	naked cuticle 1 homolog (*Drosophila*)	Intracellular antagonist
*Nkd2*	naked cuticle 2 homolog (*Drosophila*)	Intracellular antagonist
*Sfrp1*	secreted frizzled-related protein 1	Extracellular WNT antagonist
*Sfrp2*	secreted frizzled-related protein 2	Extracellular WNT antagonist
*Sfrp4*	secreted frizzled-related protein 4	Extracellular WNT antagonist
**WNT receptor**		
*Fzd1*	frizzled homolog 1 (*Drosophila*)	WNT receptor
*Fzd2*	frizzled homolog 2 (*Drosophila*)	WNT receptor
*Fzd8*	frizzled homolog 8 (*Drosophila*)	WNT receptor
**Intracellular messenger molecules**		
*Nfatc2*	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2	Intracellular messenger in non-canonical calcium-dependent pathway
*Nfatc4*	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 4	Intracellular messenger in non-canonical calcium-dependent pathway
*Prickl2*	prickle homolog 2 (*Drosophila*)	Intracellular messenger in non-canonical planar cell polarity pathway
**Receptors of the TGFβ superfamily pathway**		
*AcvrI*	activin A receptor, type I	type I receptor for the TGFβ family
*AcvrIc*	activin A receptor, type IC	type I receptor for the TGFβ family
*BmprIb*	bone morphogenetic protein receptor, type 1B	type I receptor for the TGFβ family
**Cell adhesion molecules**		
*Cdh13*	cadherin 13	Cell adhesion molecule
*Dchs1*	dachsous homolog 1 (*Drosophila*) - protocadherin 16	Cell adhesion molecule
*Pcdh9*	protocadherin 9	Cell adhesion molecule
*Pcdh17*	protocadherin 17	Cell adhesion molecule
*Pcdh18*	protocadherin 18	Cell adhesion molecule
*Pcdh19*	protocadherin 19	Cell adhesion molecule
**Down-regulated genes in *Frzb^-/- ^*mice**		
**WNT antagonists**		
*Dkk1*	dickkopf homolog 1 (*Xenopus laevis*)	Extracellular WNT antagonist
*Btrc*	beta-transducin repeat containing	Stimulates β-catenin ubiquitinilation
**WNT receptor scaffolds**		
*Arrb1*	beta-arrestin 1	scaffold in intracellular WNT receptor complex
*Arrb2*	Beta-arrestin 2	

Confirmation experiments by RT-PCR showed lack of *Frzb*, significant up-regulation of *Sfrp1, Sfrp2 *and a similar trend for *Dkk2 *(Figure 2A). This up-regulation of other antagonists may represent a compensatory mechanism to minimise the effects of WNT pathway activation in *Frzb*^-/- ^mice. Western blot analysis showed only discrete amounts of these different antagonists in the dissected material and did not allow for reliable quantification of the individual proteins (data not shown). Baseline activation of the canonical signaling pathway was indeed not found different between *Frzb*^-/- ^and wild-type mice as demonstrated by Western blot and quantitative analysis by densitometry for the active form of β-catenin (Figure 2B). Also, Western blot for intracellular messengers of the BMP pathway, P-Smad 1/5/8, showed no striking differences between wild-type and *Frzb*^-/- ^mice suggesting maintenance of WNT and BMP pathway balance at the tissue level in unchallenged mice (Figure 2C). However, further comparison of the list with genes up-regulated in the *Frzb*^-/- ^mice with a user-compiled list of WNT target genes (see Additional file 1), did reveal consistent up-regulation of such targets indicating that more subtle changes at the molecular level are present (Yates corrected Chi-square test *P *< 0.0001).

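Of the 57 WNT target genes of Additional file 1 that have a probe set, 14 rose in the Frzb-/- mice, 2 fell (1 without wild-type mouse 6-1, 8-1 or 9-1 or animal 17) and 41 did not pass. Those that rose included the growth factors Bmp4, Igf2 and Fgf18, the matrix genes Vcan and Postn, and the proteases Mmp2 and Mmp3, which are named here after their values were seen. Of the genes that fell, Birc5 (survivin), which acts in cell division, had a log2 expression value of 10.99 ± 0.15 (SD, n = 3) in wild-type mice and 8.60 ± 0.44 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -2.39 (standard error 0.20, adjusted p = 0.00105). The rise of 14 of 57 genes stands beside 510 of the 13760 other genes, 24.6% and 3.71%. This is an odds ratio of 8.46 (95% limits 4.24 to 15.88, Fisher's exact test, two-sided, p = 1.84e-08), and the Yates-corrected chi-square test of the paper gave p = 3.31e-15. Beside the target genes, 12 of 21 markers of fibroblasts, 5 of 13 of tendon and 3 of 14 of smooth muscle rose. The list medians were 1.01, 1.04 and 0.89, and with an estimated correlation each list had an adjusted p of 0.267 from camera. The tests of the count treat genes as independent, and by camera the list had an adjusted p of 0.00197 (adjusted p = 0.267 with an estimated correlation). A second list, of 14 genes that canonical WNT signals are known to induce as feedback, held 3 that rose (1 without wild-type mouse 8-1) and 1 that fell, Dkk1, which passed without animal 14 and in no other fit that left out 1 mouse. Nkd1, an intracellular inhibitor of the pathway, had a log2 fold change of 1.63 (standard error 0.16, adjusted p = 0.00129), Nkd2 a log2 fold change of 1.21 (standard error 0.16, adjusted p = 0.00284) and the membrane inhibitor Apcdd1 a log2 fold change of 1.32 (standard error 0.17, adjusted p = 0.00262), while Ccnd1 had a log2 fold change of 0.03. The median of the feedback list was 0.44, and it did not pass by camera (adjusted p = 0.178 from camera). On leaving out wild-type mouse 8-1, animal 14 or animal 17, 5, 7 and 2 of the 14 target genes passed, in that order. From the rise of target genes, beside similar amounts of active β-catenin and phosphorylated Smad in Western blots, the paper reasons that more subtle changes in WNT signaling are present at the molecular level.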

**Figure 2:**
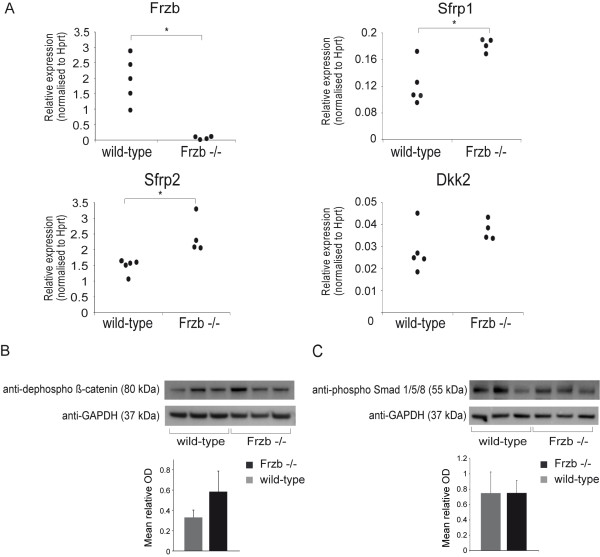
**Molecular analysis of the articular cartilage - subchondral bone to corroborate the microarray data**. **(A) **Real-Time PCR analysis of tibia articular cartilage and subchondral bone from frizzled-related protein-knockout (*Frzb^-/-^*) mice compared to wild-types. *Frzb *was virtually absent and secreted frizzled-related protein 1 (*Sfrp1*) and secreted frizzled-related protein 2 (*Sfrp2*) were significantly upregulated in *Frzb^-/- ^*samples compared to wild-type samples. There was a trend of up-regulation for dickkopf homolog 2 (*Dkk2*) (one outlier). Data are shown as relative expression values versus hypoxanthine guanine phosphoribosyl transferase (*Hprt*) (2^-ΔCt^) (*n *= four *Frzb^-/- ^*and five wild-type samples; All experiments were performed in duplicate; Mann-Whitney test: *P *= 0.016 for *Frzb, P *= 0.032 for *Sfrp1, P *= 0.016 for *Sfrp2 *and *P *= 0.2 for *Dkk2*). **(B-C) **Western blot and densitometry analysis of proteins extracted from tibia articular cartilage and subchondral bone showed no consistent change in active (dephospho) β-catenin (80 kDa) **(B) **and phosphorylated (phospho) Smad 1/5/8 (mothers against decapentaplegic homolog) (55 kDa) **(C) **between three wild-type (lane 1-3) and in three *Frzb^-/- ^*(lane 4-6) samples. Anti-GAPDH (glyceraldehyde-3-phosphate dehydrogenase) (37 kDa) Western blot is shown as loading control. Quantitative analysis was performed with Image J software. Data are shown as the ratio of the mean optical density (OD) for β-catenin or P-Smad/the mean OD of GAPDH (*n *= three samples/group; Mann-Whitney test: *P *> 0.05 for β-catenin and for P-Smad).

Although we did not previously find structural abnormalities or spontaneous development of OA in *Frzb*^-/- ^mice, expression of ECM components and cell adhesion molecules showed a shift in this genetic model (Table 5). In particular, a number of collagens were differentially regulated and specific changes in integrins were found. Some of these link to the articular cartilage while others are more likely associated with the subchondral bone and with small vessels.

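Small proteoglycans and matrix glycoproteins shifted upward in the Frzb-/- mice, while the main matrix genes of hyaline cartilage did not. Of 13 small leucine-rich proteoglycans 4 rose and 0 fell. Aspn (asporin), which binds collagen and TGFβ, had a log2 expression value of 9.65 ± 0.18 (SD, n = 3) in wild-type mice and 11.09 ± 0.23 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.45 (standard error 0.16, adjusted p = 0.00176), and Ogn (osteoglycin) had a log2 fold change of 1.25 (standard error 0.19, adjusted p = 0.0046). The brightest of them, Bgn (log2 fold change 0.51, adjusted p = 0.0304) and Fmod (log2 fold change 0.49, adjusted p = 0.0545), did not pass, and the median of the list was 0.65 (adjusted p = 0.000122 from camera, adjusted p = 0.267 with an estimated correlation). With wild-type mouse 8-1, wild-type mouse 9-1, animal 14 or animal 17 left out, 1, 2, 1 and 0 (4 at an unadjusted p under 0.05 from limma) of the 4 proteoglycans passed, in that order. In the lists of Table 5, chosen on these arrays, 6 of 7 matrix glycoproteins rose (3 without wild-type mouse 9-1 or animal 14 and 0 without animal 17, where 6 had an unadjusted p under 0.05 from limma), among them Thbs4 (1.25), the laminin Lamb1 (1.29) and Tnxb (1.40), and the other, Npnt, passed at a dimmer probe set with 1.27. Of the growth factors and receptors 2 of 4 rose (1 without animal 17), Igf1 (1.50) and Egfr (1.64), and the other 2, Pdgfra and Vegfc, passed at dimmer probe sets with up to 1.37 and 1.21. Of the focal adhesion and cytoskeletal genes 3 of 4 rose (0 without animal 17, where 3 had an unadjusted p under 0.05 from limma), among them Parva (1.12), while Vcl had -0.07 at its brightest probe set and passed at another with 1.12. Of 13 tendon and ligament markers 5 rose and 0 fell. Of the 5 that rose, 3 passed without wild-type mouse 8-1 or 9-1 or animal 14, and 1 without animal 17. The tendon list's median was 1.04 (adjusted p = 7.92e-05 from camera, adjusted p = 0.267 with an estimated correlation). This list shares genes with the matrix lists, among them Col14a1, Thbs2, Fmod and Tnc, so its rise is not separate from theirs. In the hyaline chondrocyte list 1 of 21 genes rose, Cilp2 (1.39), and 0 fell, with a median of -0.13 (95% bootstrap interval -0.21 to 0.05, adjusted p = 0.734 from camera). Comp had 13.74 ± 0.21 (SD, n = 3) in wild-type mice and 13.99 ± 0.06 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 0.24 that did not pass. Cilp2 passed without wild-type mouse 8-1 and in no other fit that left out 1 mouse.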

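Of 37 collagen genes 12 rose in the Frzb-/- mice, 0 fell and 25 did not pass, and the count was the same when adjusted over the list alone. Col14a1, a collagen on the surface of fibrils, had a log2 expression value of 9.12 ± 0.18 (SD, n = 3) in wild-type mice and 11.38 ± 0.19 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 2.26 (standard error 0.16, adjusted p = 0.000938). Col18a1 of basement membranes, the source of endostatin, had 8.51 ± 0.22 (SD, n = 3) in wild-type mice and 10.19 ± 0.33 (SD, n = 2) in Frzb-/- mice, a log2 fold change of 1.69 (standard error 0.19, adjusted p = 0.00181). Both common chains of the type IV collagen of basement membranes rose, Col4a1 (adjusted p = 0.00482) and Col4a2 (log2 fold change 1.29, adjusted p = 0.00369). Of the minor fibrillar collagens, Col5a1 had 11.32 ± 0.04 (SD, n = 3) in wild-type mice and 12.67 ± 0.13 (SD, n = 2) in Frzb-/- mice (log2 fold change 1.35, adjusted p = 0.0011) and Col5a3 had 8.89 ± 0.13 (SD, n = 3) in wild-type mice and 9.90 ± 0.28 (SD, n = 2) in Frzb-/- mice (log2 fold change 1.01, adjusted p = 0.00548). Col3a1 had 14.05 ± 0.12 (SD, n = 3) in wild-type mice and 14.75 ± 0.03 (SD, n = 2) in Frzb-/- mice at its brightest probe set, a log2 fold change of 0.70 below the limit of 1 (adjusted p = 0.0084), and passed at its other probe set with 1.71. The median over all collagens was 0.68 (adjusted p = 3.31e-07 from camera, adjusted p = 0.267 with an estimated correlation). The 13 collagens of Table 5 with a probe set, chosen on these arrays, are among them, and 12 of these rose. Without wild-type mouse 8-1, animal 14 or animal 17, 4, 5 and 4 of the 12 collagens passed, in that order. Relative to wild-type, the list's median was 0.78 in animal 14, 0.67 in animal 17 and 0.26 in animal 6.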

**Table 5:** Genes related to ECM matrix and cell adhesion

Symbol	Name	Function
**Up-regulated genes in *Frzb^-/- ^*mice**		
**Collagens**		
*Col3a1*	Collagen alpha-1(III) chain	Fibril forming collagen - co-distributes with type I collagen
*Col4a1*	Collagen alpha-1(IV) chain	Basal lamina collagen
*Col4a2*	Collagen alpha-2(IV) chain	Basal lamina collagen
*Col4a4*	Collagen alpha-4(IV) chain	Basal lamina collagen
*Col4a5*	Collagen alpha-5(IV) chain	Basal lamina collagen
*Col4a6*	Collagen alpha-6(IV) chain	Basal lamina collagen
*Col5a1*	Collagen alpha-1(V) chain	Fibril forming collagen - co-distributes with type I collagen
*Col5a3*	Collagen alpha-3(V) chain	Fibril forming collagen - co-distributes with type I collagen Type V collagen
*Col8a2*	Collagen alpha-2(VIII) chain	Basal lamina collagen
*Col12a1*	Collagen alpha-1(XII) chain	FACIT collagen
*Col14a1*	Collagen alpha-1(XIV) chain	FACIT collagen
*Col15a1*	Collagen alpha-1(XVIII) chain	Antiangiogenic factor - pericellular matrix
*Col16a1*	Collagen alpha-1(XVI) chain	FACIT-collagen
*Col18a1*	Collagen alpha-1(XVIII) chain	antiangiogenic factor - pericellular matrix
**Integrins**		
*Itga8*	Integrin alpha-8 light chain	RGD-binding integrin
*Itgbl1*	Integrin beta-like protein 1	Type B like integrin
*Sdc2*	syndecan 2	Heparan proteoglycan transmembrane protein
**Growth factors and receptors**		
*Egfr*	epidermal growth factor receptor	Receptor for epidermal growth factor
*Igf1*	insulin-like growth factor 1	Growth factor stimulating ECM synthesis
*Pdgfra*	platelet derived growth factor receptor alpha chain	Receptor for platelet derived growth factors
*Vegfc*	vascular endothelial growth factor c	Pro-angiogenic factor - Flt4 ligand
		
*Lims2*	LIM and senescent cell antigen-like-containing domain protein 2	Focal adhesion molecule
**Cytoskeleton molecules**		
*Acta2*	Actin, aortic smooth muscle	
*Parva*	Alpha-parvin	Actin binding protein
*Vcl*	Vinculin	Actin binding protein
**Extracellular matrix - integrin interacting molecules**		
*Lamb1*	laminin B1 subunit 1	Extracellular matrix glycoprotein
*Lamg1*	laminin, gamma 1	Extracellular matrix glycoprotein
*Npnt*	nephronectin	Ligand for integrin alpha 8/b1
*Tnn*	tenascin N	Extracellular matrix glycoprotein
*Tnxb*	tenascin XB	Extracellular matrix glycoprotein
*Thbs2*	thrombospondin 2	Extracellular matrix glycoprotein
*Thbs4*	thrombospondin 4	Extracellular matrix glycoprotein
**Down-regulated genes in *Frzb^-/- ^*mice**		
**Integrins**		
*Itga4*	Integrin alpha-4	
*Itgal*	Integrin alpha-L	
*Itgam*	Integrin alpha-M	
*Itgb2*	Integrin beta-2	
*Itgb2l*	Integrin beta-2-like protein	
**Focal adhesion molecule**		
*Lims1*	LIM and senescent cell antigen-like-containing domain protein 1	Focal adhesion molecule
**Cytoskeleton molecules**		
*Parvb*	Beta-parvin	Actin binding protein
Kinases		
*Map3k1*	Mitogen-activated protein kinase kinase kinase 1	Mitogen activated kinase
*Mapk13*	Mitogen-activated protein kinase 13	Mitogen activated kinase
*Grap2*	GRB2-related adaptor protein 2	Adapator protein
*Lck*	Proto-oncogene tyrosine-protein kinase LCK	T cell specific kinase
*Pik3cd*	Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta isoform	Phosphoinositide 3-kinases
*Pik3cg*	Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma isoform	Phosphoinositide 3-kinases

We performed complementary gain of function experiments to test the effect of FRZB on chondrogenesis and ECM composition in micro-masses from the mouse chondrogenic ATDC5 cell line. Expression of both *Col2a1 *and *aggrecan *was significantly increased in ATDC5 micro-masses overexpressing *FRZB *as compared to controls (Figure 3A). Staining for collagen content (Picrosirius Red) and sulphated glycosaminoglycans (GAGs) (Safranin O) at Day 7 revealed some changes in the morphology of micro-masses overexpressing *FRZB*. Collagen fibers and sulphated GAG distribution in these micro-masses seemed to have spread out more from the center compared to the controls (Figure 3B). Protein quantification of the micro-masses was, however, comparable between the two groups suggesting that the appearance reflects increased migration of ATDC5 cells overexpressing *FRZB *(Figure 3C). Quantification of the stainings was not different between micro-masses overexpressing *FRZB *and controls for Picrosirius Red. For Safranin O staining intensity was mildly but significantly decreased in micro-masses overexpressing *FRZB *(Figure 3D). Conversely silencing of *Frzb *resulted in down-regulation of these genes (Figure 3E). RT-PCR analysis of other collagens, in particular *Col3a1 *and *Col5a1*, significantly up-regulated in the *Frzb^-/- ^*mice compared to wild-type mice in the microarray analysis, depicted a decreasing trend at Day 7 in *FRZB *overexpressing micro-masses compared to the control micro-masses; however, these comparisons did not reach statistical significance (Figure 4A). A similar down-regulation compared to controls was seen during differentiation after silencing of *Frzb *(Figure 4B), which can be explained by the lack of chondrogenesis. *In silico *promoter analysis of these collagens, including *Col5a3*, which was also significantly up-regulated in *Frzb^-/- ^*samples, indicated the presence of several TCF/LEF responsive elements known from literature [39] in each of the gene promoters matching at least 80% of the original sequence. Moreover, each promoter contained a unique 100% consensus sequence in the promoter region indicating a direct link by which FRZB could modulate transcription of these genes (Table 6). Further analysis also showed the presence of binding sites for other transcription factors linked to WNT signaling such as *Oct-1, EP300, Gata *and *AP-1*.

**Figure 3:**
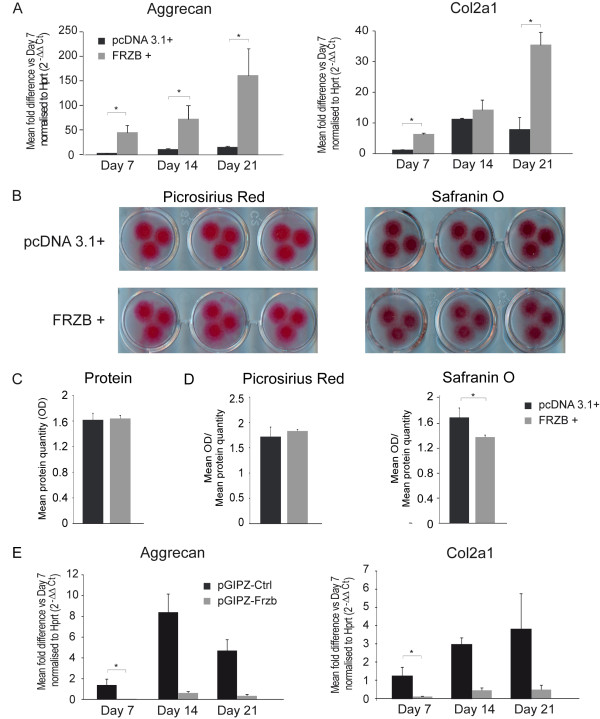
**Chondrogenesis after gain or loss of *FRZB *in ATDC5 cells**. **(A) **Real-Time PCR analysis showed increased expression of collagen type 2a1 (*Col2a1*) and *aggrecan *in the micro-masses overexpressing frizzled-related protein (*FRZB*) compared to micro-masses expressing control pcDNA3.1+ vector. Data are shown as the mean of the fold difference compared to the control condition at Day 7 normalised to hypoxanthine guanine phosphoribosyl transferase (*Hprt*) (2^-ΔΔCt^) ± SEM (*n *= six samples/condition; Mann-Whitney test: for *aggrecan P *= 0.002, *P *= 0.015 and *P *= 0.002 and for *Col2a1 P *= 0.03, *P *= 0.3 and *P *= 0.002). **(B) **Picrosirius Red and Safranin O staining at Day 7 showed increased spreading of collagen fibers and sulphated glycosaminoglycans (GAGs) from the center in micro-masses overexpressing *FRZB *compared to controls. **(C) **Protein quantification (optical density (OD) measured at 570 nm) of the micro-masses was comparable between the two groups (*n *= three samples/group; Mann-Whitney test: *P *> 0.05). **(D) **Staining intensity was comparable between *FRZB *overexpressing micro-masses and controls for Picrosirius Red and significantly decreased for *FRZB *overexpressing micro-masses for Safranin O staining. Data are shown as the mean OD normalised to the mean protein content (*n *= three samples/group; Mann-Whitney test: *P *> 0.05 for Picrosirius Red and *P *= 0.02 for Safranin O). **(E) **Real-Time PCR analysis showed decreased expression of *Col2a1 *and *aggrecan *in the micro-masses where *Frzb *was knocked down using the pGIPZ-shRNAmir directed against *Frzb *compared to controls. Data are shown as the mean of the fold difference compared to the control condition at Day 7 normalised to *Hprt *(2^-ΔΔCt^) ± SEM (*n *= two to three samples for pGIPZ-Ctrl and five to six samples for pGIPZ-FRZB; Mann-Whitney test: for *aggrecan P *= 0.02 and for *Col2a1 P *= 0.02). At Day 14 and Day 21 for pGIPZ-Ctrl *n *= 2 precluding statistical analysis.

**Figure 4:**
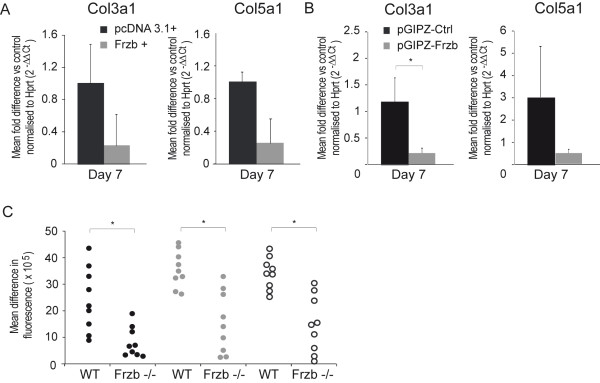
**Minor collagen expression after gain or loss of *FRZB *in ATDC5 cells**. **(A) **Real-Time PCR analysis for collagen type 3α1 (*Col3a1*) and collagen type 5α1 (*Col5a1*) expression in the ATDC5 micro-masses overexpressing frizzled-related protein *(FRZB) *compared to controls at Day 7. Data are shown as the mean fold difference compared to the control condition normalised to hypoxanthine guanine phosphoribosyl transferase (*Hprt*) (2^-ΔΔCt^) ± SEM (*n *= six samples/condition; Mann-Whitney test: for *Col3a1 P *= 0.24 and for *Col5a1 P *= 0.06). **(B) **RT-PCR analysis for *Col3a1 *and *Col5a1 *expression in the ATDC5 micro-masses where *Frzb *was knocked down using the pGIPZ-shRNAmir directed against *Frzb *compared to controls at Day 7. Data are shown as the mean fold difference compared to the control condition normalised to *Hprt *(2^-ΔΔCt^) ± SEM (*n *= six samples for pGIPZ-Ctrl and three samples for pGIPZ-FRZB; Mann-Whitney test: for *Col3a1 P *= 0.047 and for *Col5a1 P *= 0.54). **(C) **Proliferation assay of ribcage articular chondrocytes isolated from *Frzb^-/- ^*compared to wild-type (WT) mice. Data are shown as the difference in fluorescence after 24 h and one week. (*n *= nine conditions/group; Initial cell densities were 500 (black dots), 2,000 (grey dots) and 4,000 (black circles) cells per well; Mann-Whitney test: *P *= 0.0019, *P *= 0.0012 and *P *= 0.0008).

**Table 6:** TCF/LEF responsive elements (RE) in collagen promoters and matching percentage (%)

TCF/LEF RE sequence	*Col3a1*	*Col5a1*	*Col5a3*
TTCAAAG	1 × 100%	1 × 100%	1 × 85%
CTTTGTT		3 × 85%	1 × 85%
CCTTTGATC		3 × 78-80%	1 × 80%
CCTTTGAT		3 × 85%	1 × 87.5%
CCTTTGAA		3 × 85%	1 × 87.5%
ATCAAAG	1 × 85%	2 × 85%	1 × 100%

Among the down-regulated pathways and processes, effects on the cell cycle and partially overlapping p53 signaling were most striking (Table 7). 

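Genes of DNA replication and of mitosis fell together in the Frzb-/- mice. Of 34 genes of the G1/S phase 29 fell and 0 rose, and of 39 genes of the G2/M phase 37 fell and 0 rose. Cdc6, which loads the replicative helicase, had a log2 expression value of 9.82 ± 0.23 (SD, n = 3) in wild-type mice and 7.08 ± 0.41 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -2.74 (standard error 0.21, adjusted p = 0.000999). Ube2c, a partner of the anaphase-promoting complex, had 11.79 ± 0.17 (SD, n = 3) in wild-type mice and 9.26 ± 0.31 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -2.52 (standard error 0.18, adjusted p = 0.000947). The proliferation marker Mki67 (log2 fold change -2.11, adjusted p = 0.00287), the sliding clamp Pcna (log2 fold change -1.46, adjusted p = 0.00109), the helicase subunit Mcm7 (log2 fold change -1.81, adjusted p = 0.00178), the repressor E2f8 (log2 fold change -2.57, adjusted p = 0.00118) and the spindle gene Nusap1 (log2 fold change -2.47, adjusted p = 0.000938) fell, and Bub3 did not pass (log2 fold change -0.70, adjusted p = 0.012). The medians were -1.62 for G1/S (adjusted p = 1.11e-19 from camera, adjusted p = 0.267 with an estimated correlation) and -1.82 for G2/M (adjusted p = 3.67e-21 from camera, adjusted p = 0.267 with an estimated correlation). Measured in each array against wild-type, the G2/M median was -1.55 in animal 14, -2.18 in animal 17 and 0.11 in animal 6. The markers of red cell precursors, cells that divide in the marrow, had medians further from 0 in the same direction in animals 14 and 17. Without wild-type mouse 8-1 or animal 17, 17 and 9 of the 29 G1/S genes passed, in that order. When wild-type mouse 8-1 or animal 17 was left out, 16 and 11 of the 37 G2/M genes passed, in that order.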

Down-regulation of different cyclins and cyclin kinases as well as many other positive regulators of the cell cycle suggest inhibition of mitosis and cell proliferation. 

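The 5 cyclin genes of Table 7 that have a single-gene probe set fell in the Frzb-/- mice. Ccna2, the cyclin of S phase, had a log2 expression value of 11.06 ± 0.15 (SD, n = 3) in wild-type mice and 8.98 ± 0.62 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -2.08 (standard error 0.25, adjusted p = 0.00224), and Ccnb2 of mitosis had 10.41 ± 0.19 (SD, n = 3) in wild-type mice and 8.37 ± 0.27 (SD, n = 2) in Frzb-/- mice, a log2 fold change of -2.04 (standard error 0.17, adjusted p = 0.00106). The others were Ccne1 (log2 fold change -1.62, adjusted p = 0.00165), Ccne2 (log2 fold change -2.08, adjusted p = 0.000989) and Ccnd3 (log2 fold change -1.43, adjusted p = 0.00157). The kinases they bind fell too, Cdk1 by a log2 fold change of -1.81 (standard error 0.17, adjusted p = 0.00124) and Cdk2 by a log2 fold change of -1.05 (standard error 0.18, adjusted p = 0.00702), as did the phosphatases that activate these kinases, Cdc25a (-1.04) and Cdc25b (-2.09). Of 36 genes of Table 7 with a single-gene probe set, chosen on these arrays, 35 fell, with a median of -1.61 (adjusted p = 9.94e-21 from camera, adjusted p = 0.267 with an estimated correlation). The remaining gene, Orc1, had a log2 fold change of -0.84 at its brightest probe set and passed at its other with -1.72. On leaving out wild-type mouse 8-1 or animal 17, 17 and 10 of the 35 genes passed, in that order.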

Ribcage chondrocytes derived from *Frzb^-/- ^*mice proliferated significantly less than those derived from the wild-type mice *in vitro *after one week, corroborating the effect of FRZB on chondrocyte proliferation (Figure 4C).

**Table 7:** Genes linked to the cell cycle that are significantly down-regulated

Symbol	Name	Function
**Cyclins and cyclin kinases**		
*Ccna2*	Cyclin a2	
*Ccnb1*	Cyclin b1	
*Ccnb2*	Cyclin b2	
*Ccnd3*	Cyclin d3	
*Ccne1*	Cyclin e1	
*Ccne2*	Cyclin e2	
*Cdk1*	Cyclin dependent kinase 1	
*Cdk2*	Cyclin dependent kinase 2	
**Checkpoint regulators**		
*Bub1*	budding uninhibited by benzimidazoles 1	Kinase in spindle checkpoint function
*Bub1b*	budding uninhibited by benzimidazoles 1b	Kinase in spindle checkpoint function
*Chek1*	CHK1 checkpoint homolog	Checkpoint regulator of cell cycle
*Chek2*	CHK2 checkpoint homolog	Checkpoint regulator of cell cycle
*Mad2l1*	mitotic arrest deficient, homolog-like 1	Mitotic spindle checkpoint
**Minichromosome complex**		
*Mcm2*	minichromosome maintenance deficient 2 mitotin	Regulator of cell cycle
*Mcm4*	minichromosome maintenance deficient 4	Regulator of cell cycle
*Mcm5*	minichromosome maintenance deficient 5	Regulator of cell cycle
*Mcm6*	minichromosome maintenance deficient 6	Regulator of cell cycle
*Mcm7*	minichromosome maintenance deficient 7	Regulator of cell cycle
**Transcription factors**		
*E2F2*	E2F transcription factor 2	Regulator of cell cycle
*Tpdp1*	Transcription factor DP1	Partner of E2F transcription factors
*Tfdp2*	Transcription factor DP1	Partner of E2F transcription factors
*Ttk*	Ttk protein kinase	Mitosis associated kinase
**Other cell cycle regulators**		
*Cdc6*	cell division cycle 6 homolog	Regulator of cell cycle
*Cdc20*	cell division cycle 20 homolog	Regulator of cell cycle
*Cdc25a*	cell division cycle 25a homolog	Regulator of cell cycle
*Cdc25b*	cell division cycle 25b homolog	Regulator of cell cycle
*Cdc45*	cell division cycle 45 homolog	Regulator of cell cycle
*Dbf4*	DBF4 homolog (*S. cerevisiae*)	Activator of S-phase kinase
*Espl1*	extra spindle poles-like 1	Cleavage of sister chromatids
*Fzr1*	fizzy/cell division cycle 20 related 1	Activation of the anaphase promoting complex during mitosis
*GADD45A*	Growth arrest and DNA damage inducible gene 45a	Regulator of DNA repair and inhibitor of the S phase
*Orc1*	origin recognition complex, subunit 1	Initiation of DNA replication
*Orc6*	origin recognition complex, subunit 6	Initiation of DNA replication
*Plk1*	Polo-like kinase 1	Promoter of mitosis
*Pcna*	proliferating cell nuclear antigen	Cofactor of DNA polymerase delta
*Rb1*	Retinoblastoma 1	Regulator of the cell cycle
*Rbl1*	Retinoblastoma like 1	Regulator of the cell cycle

## Discussion

Our transcriptome analysis of the bone-cartilage biomechanical unit of *Frzb^-/- ^*and wild-type mice provides evidence for tight regulation of WNT signaling, shifts in ECM component synthesis and alterations in cell proliferation and differentiation. FRZB is a secreted WNT antagonist, originally identified from a chondrogenic extract of bovine articular cartilage [17] and misexpression of *FRZB *in the chick limb inhibits chondrocyte hypertrophy [18]. Polymorphisms in the human *FRZB *gene have been associated with OA [3], although this link has been debated recently [43].

Here, absence of *Frzb *in the articular cartilage and subchondral bone induces a subtle increase in WNT signaling evident by up-regulation of several WNT target genes as demonstrated by pathway analysis and by comparison with a user-compiled list of WNT target genes. Absence of *Frzb *also results in the up-regulation of other SFRP family members and different WNT modulators, suggesting that compensatory mechanisms exist in order to tightly control WNT signaling in these tissues. We previously demonstrated that *Frzb^-/- ^*mice show increased articular cartilage damage in different induced models of OA, although we did not see signs of spontaneous accelerated OA development in one-year old mice [7]. This contrasts with more direct and radical changes in the WNT canonical cascade as both tissue-specific gain and loss of function of β-catenin, result in premature OA [8,9].

FRZB can modulate both canonical and non-canonical WNT signaling. New insights into the differential activation of these pathways in articular chondrocytes may help to further explain why deletion of a single antagonist induces only subtle changes as compared to the dramatic effects of β-catenin modulation. Distinct SFRPs do not bind different WNTs with similar affinities and their effect may depend on the cell type and interactions with other pathways [44]. Nalesso *et al. *demonstrated that low amounts of WNT ligand can activate non-canonical signaling whereas higher amounts activate the β-catenin mediated pathway [45]. Moreover, inhibition of either pathway can de-repress the alternative one. In their system, Wnt3a induced articular chondrocyte dedifferentiation by activating the non-canonical Ca^2+^/CaMKII pathway and stimulated proliferation by activating the canonical pathway.

The changes we detected are not limited to the articular cartilage. Increased WNT signaling in the subchondral bone can also contribute to OA development. In this context, local regulatory mechanisms may be different from tissue to tissue. *Frzb*^-/- ^mice appear to have normal subchondral bone but increased cortical bone thickness [7]. Also, anabolic responses in the cortical bone to cyclic loading are much greater in *Frzb*^-/- ^mice compared to wild-types [7].

Absence of FRZB resulted in shifts in collagens, integrins and cadherins. Among these, changes in type III and type V collagen are of interest. As articular cartilage matures and ages, collagen fibrils become thicker, the amount of types IX and XI collagens decreases relative to type II collagen [46], and these minor collagens are progressively replaced by type V collagen [47]. Type III collagen can be detected in small but significant amounts in articular cartilage of mature joints and is cross-linked to the surface of type II collagen [46]. Its presence is more prominent in OA [48,49]. The type III collagen content in articular cartilage tends to vary between individual joints, anatomical location and tissue microanatomy. It may also be dependent on the history of injuries and the wear and tear experienced by a normal joint [46]. Therefore, it seems likely that type III collagen is synthesised as a modifier of existing fibril networks in response to tissue and matrix damage [46]. Although no increased cartilage damage was found in unchallenged *Frzb^-/- ^*mice, the significant up-regulation of *Col5a1, Col5a3 *and *Col3a1 *in the articular cartilage and subchondral bone from *Frzb^-/- ^*mice, suggests increased damage and repair in the *Frzb*^-/- ^mice at the molecular level.

These observations were further corroborated by complementary experiments where *FRZB *was overexpressed in the ATDC5 *in vitro *chondrogenesis model. Under these conditions, expression of both *Col3a1 *and *Col5a1 *was decreased during chondrogenic differentiation, suggesting that either FRZB by itself, or by modulating WNT signaling, affects expression of these ECM molecules in different systems. The additional observation that silencing of *Frzb *also results in a decrease in these collagens can be explained by lack of chondrogenic differentiation in the latter system.

We also found that overexpression of *FRZB *appeared to stimulate chondrogenesis in this model, as shown by increased *aggrecan *and *col2a1 *expression. Matured aggrecan monomers in the cartilage are glycosylated macro-molecules in which the glycoconjugates are formed by sulphatation of GAG side chains on the core protein [50]. The amount of sulphated GAGs in the micro-masses, measured by Safranin O staining, was surprisingly decreased in *FRZB *overexpressing micro-masses. Although the differences we observed were limited, these results might suggest that *FRZB *overexpression in this system impairs the maturation of these aggrecan monomers, for instance, by a relative excess in substrate due to the higher expression levels. Staining for collagens by Picrosirius Red indicated no major differences in total collagen content in *FRZB *overexpressing micro-masses and controls. The observed spreading of the fibers from the center, however, which was also noted in the Safranin O staining, suggests that overexpression of *FRZB *could modify matrix distribution, possibly by increasing ATDC5 migration. All these results are in line with earlier observations on FRZB and chondrogenesis [17,18].

Collagen type III and V are also found in the bone, co-distributed in much lower quantities next to the main collagen component type I collagen. Type V collagen expression is regulated by TGFβ in osteoblasts during osteogenesis [51]. Since members of the TGFβ pathway are up-regulated in our *Frzb*^-/- ^samples, this may affect expression in the subchondral bone. Collagen type V is increased in some patients with brittle bone disease and in patients with osteogenesis imperfecta, where collagen type V likely interferes with the normal process of mineralization [52]. Similar results were found for collagen type III, suggesting a role for collagen type III and V in defects in maturation of the bone [53-57].

The responsive elements for TCF/LEF but also other transcription factors, related to WNT signaling, in the *Col3 *and *Col5 *promoters suggest a direct link with WNT signaling by which FRZB can influence the composition of the cartilage and subchondral bone ECM. On the other hand, considering the relatively mild effects on WNT signaling at the tissue level, our study also leaves open the possibility that FRZB has unexpected, more robust post-transcriptional or epigenomic effects in these tissues suggesting new directions for research [58].

Loss of *Frzb *resulted in a decrease of genes associated with cell cycle progression. Proliferation analysis of ribcage chondrocytes isolated from *Frzb^-/- ^*mice compared to those isolated from wild-type mice agreed with this observation. Canonical WNT signalling is known to promote cell cycle progression and proliferation through the up-regulation of target genes like c-myc and cyclin D, but also via regulation of the mitotic spindle apparatus [59]. This apparent discrepancy where *Frzb^-/- ^*chondrocytes proliferate slower instead of faster, may be dependent on the cell type, the differentiation state, the WNT ligand involved and antagonist interactions. Differences in activation of either canonical or alternative pathways may also play a role.

The analysis presented here has a number of limitations. In particular, the number of samples used in the microarray experiment is small. Extraction of high quality RNA, required for microarray, from the articular cartilage is quite challenging due to a low cell content, the cross-linked extracellular matrix and considerably high levels of RNA degradation [60]. From this perspective, less than one-third of the extractions yielded RNA of sufficient quality and quantity for the analysis. In addition, transcriptome analysis does not convey information about proteins and post-translational modifications.

## Conclusions

These data further support an important role for FRZB in the homeostasis of the joint, in particular in the articular cartilage-bone biomechanical unit. The molecular up-regulation of other antagonists of the WNT signalling cascade in the absence of *Frzb *and the similar activation of the β-catenin mediated cascade also provide evidence for the important homeostatic potential of the joint. From the clinical perspective, this should encourage the search for compounds that stimulate tissue homeostasis. Further analyses and future studies should focus on fine mapping of the interactions between WNTs, their receptors and antagonists, as well as modulating effects of the inhibitors on their own. These investigations appear necessary to better understand the complex biology of WNTs and SFRPs in the joint, thereby, more precisely defining therapeutic targets and strategies. Again, from the clinical perspective, our study suggests that WNT pathway modulators should be carefully selected and linked to specific activation or inhibition of intracellular cascades in order to predict their potential effects and toxicity.

## Abbreviations

Acta2: actin, alpha 2, smooth muscle, aorta; BMP: bone morphogenetic protein; CamKII: calcium/calmodulin-dependent protein kinase II; c-myc: v-myc myelocytomatosis viral oncogene homolog (avian); Col2a1/3a1/5a1/5a3: collagen type 2α1/3α1/5α1/5α3; DAVID: database for annotation: visualization and integrated discovery; DKK: dickkopf; DMEM: Dulbecco's modified Eagle's medium; DNAsel: deoxyribonuclease; DPBS: Dulbecco's phosphate buffered saline; ECM: extracellular matrix; FDR: false discovery rate; FRZB: frizzled-related protein; GAGs: glycosaminoglycans; GAPDH: glyceraldehyde-3-phosphate dehydrogenase; GSEA: gene set enrichment analysis; HPRT: hypoxanthine guanine phosphoribosyl transferase; KEGG: Kyoto encyclopedia of genes and genomes; LEF: lymphoid enhancer factor; LRP5/6: low-density lipoprotein receptor-related protein 5/6; MAS: microarray analysis suite; MES: 2-(N-morpholino)ethanesulfonic acid; Nfatc2/4: nuclear factor of activated T-cells: cytoplasmic: calcineurin-dependent 2/4; OA: osteoarthritis; OD: optical density; PANTHER: protein analysis through evolutionary relationships; P-SMAD: phosphorylated-mothers against decapentaplegic homolog; PVDF: polyvinylidene difluoride; RE: responsive element; RMA: robust multiarray averaging; Rspo2: R-spondin 2; RT-PCR: real-time polymerase chain reaction; SDS: sodium dodecyl sulphate; SFRP: secreted frizzled-related protein; Sox17: SRY-box containing gene 14; Tbl1x: transducin (beta)-like 1X-linked; TBS: Tris-buffered saline; TCF: T cell factor; TGFβ: transforming growth factor: beta; Wisp2: WNT1 inducible signaling pathway protein 1; WNT: wingless-type MMTV integration site family member

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

LL carried out all the experiments except for the experiments with ATDC5 cells. Experiments with ATDC5 cells were performed by ST and FC. Analysis of the micro-array data was performed by RL and LL. Manuscript preparation was carried out by LL, RL and FC. All other authors were involved in the design of the study, interpretation of the data and revision of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Compiled list of WNT target genes based on the WNT Homepage**. Click here for file

Additional file 2 **Complete list of all regulated genes and fold differences**. Click here for file

Additional file 3 **Associations of the differentially regulated gene set using databases defining "biological processes" as analyzed by PANTHER**. Click here for file

Additional file 4 **DAVID analysis of differentially expressed genes by pathway**. Click here for file

Additional file 5 **GSEA analysis of all expressed genes by KEGG pathway**. Click here for file

# Supplementary material for: Tight regulation of wingless-type signaling in the articular cartilage - subchondral bone biomechanical unit: transcriptomics in Frzb-knockout mice
**Source:** Arthritis Res Ther. 2012 Jan 20;14(1):R16. doi: 10.1186/ar3695
**Supplement:** Additional file 4 — DAVID analysis of differentially expressed genes by pathway.

**Additional Table 4:**

DAVID analysis of differentially expressed genes by pathway.

| Pathway                                                                              | Fold Enrichment | p-value* | Corrected p-value** |
|--------------------------------------------------------------------------------------|-----------------|----------|---------------------|
| <b>Pathways overrepresented taking upregulated genes into account</b>                |                 |          |                     |
| ECM-receptor interaction                                                             | 6.91            | 5.37E-09 | 6.61E-07            |
| Focal adhesion                                                                       | 3.62            | 1.80E-06 | 1.11E-04            |
| Axon guidance                                                                        | 4.11            | 1.31E-05 | 5.38E-04            |
| Pathways in cancer                                                                   | 2.55            | 6.99E-05 | 2.15E-03            |
| Wnt signaling pathway                                                                | 3.37            | 2.23E-04 | 5.46E-03            |
| TGF-beta signaling pathway                                                           | 4.12            | 6.20E-04 | 1.26E-02            |
| <b>Pathways overrepresented taking downregulated genes into account</b>              |                 |          |                     |
| Cell cycle                                                                           | 5.25            | 4.66E-17 | 6.61E-15            |
| DNA replication                                                                      | 9.34            | 4.51E-13 | 3.20E-11            |
| Leukocyte transendothelial migration                                                 | 3.81            | 1.75E-08 | 6.22E-07            |
| Hematopoietic cell lineage                                                           | 4.54            | 1.47E-08 | 6.95E-07            |
| B cell receptor signaling pathway                                                    | 4.31            | 2.00E-07 | 5.67E-06            |
| Natural killer cell mediated cytotoxicity                                            | 3.13            | 8.48E-06 | 2.01E-04            |
| Mismatch repair                                                                      | 7.43            | 1.23E-05 | 2.49E-04            |
| Primary immunodeficiency                                                             | 5.55            | 1.52E-05 | 2.71E-04            |
| Progesterone-mediated oocyte maturation                                              | 3.42            | 4.80E-05 | 7.57E-04            |
| p53 signaling pathway                                                                | 3.68            | 7.61E-05 | 1.08E-03            |
| Chemokine signaling pathway                                                          | 2.39            | 1.35E-04 | 1.74E-03            |
| Fc gamma R-mediated phagocytosis                                                     | 2.96            | 2.54E-04 | 2.77E-03            |
| Base excision repair                                                                 | 4.54            | 2.43E-04 | 2.88E-03            |
| Homologous recombination                                                             | 5.38            | 4.81E-04 | 4.87E-03            |
| Porphyrin and chlorophyll metabolism                                                 | 4.84            | 9.56E-04 | 9.02E-03            |
| Oocyte meiosis                                                                       | 2.53            | 1.43E-03 | 1.26E-02            |
| Fc epsilon RI signaling pathway                                                      | 2.88            | 1.56E-03 | 1.30E-02            |
| Nucleotide excision repair                                                           | 3.80            | 2.02E-03 | 1.59E-02            |
| Cell adhesion molecules (CAMs)                                                       | 2.12            | 4.35E-03 | 4.87E-03            |
| <b>Pathways overrepresented taking both up- and downregulated genes into account</b> |                 |          |                     |
| Cell cycle                                                                           | 3.77            | 1.61E-13 | 2.59E-11            |
| DNA replication                                                                      | 6.20            | 3.41E-10 | 2.74E-08            |
| Hematopoietic cell lineage                                                           | 3.44            | 1.62E-07 | 8.72E-06            |
| Leukocyte transendothelial migration                                                 | 2.94            | 2.49E-07 | 1.00E-05            |
| ECM-receptor interaction                                                             | 3.20            | 2.33E-06 | 7.50E-05            |
| B cell receptor signaling pathway                                                    | 3.16            | 4.95E-06 | 1.33E-04            |
| p53 signaling pathway                                                                | 2.97            | 1.17E-04 | 2.69E-03            |
| Focal adhesion                                                                       | 2.01            | 1.57E-04 | 3.15E-03            |
| Mismatch repair                                                                      | 4.93            | 2.34E-04 | 4.19E-03            |
| Pathways in cancer                                                                   | 1.72            | 2.91E-04 | 4.68E-03            |
| Natural killer cell mediated cytotoxicity                                            | 2.27            | 3.58E-04 | 5.22E-03            |
| Primary immunodeficiency                                                             | 3.68            | 4.87E-04 | 6.51E-03            |
| Cytokine-cytokine receptor interaction                                               | 1.78            | 8.12E-04 | 1.00E-02            |
| Fc gamma R-mediated phagocytosis                                                     | 2.34            | 9.66E-04 | 1.11E-02            |
| Progesterone-mediated oocyte maturation                                              | 2.41            | 1.39E-03 | 1.49E-02            |
| Small cell lung cancer                                                               | 2.27            | 3.75E-03 | 3.49E-02            |
| Cell adhesion molecules (CAMs)                                                       | 1.88            | 3.73E-03 | 3.69E-02            |
| Base excision repair                                                                 | 3.01            | 4.53E-03 | 3.98E-02            |
| Homologous recombination                                                             | 3.57            | 5.25E-03 | 4.36E-02            |
| Pancreatic cancer                                                                    | 2.34            | 5.53E-03 | 4.37E-02            |

\* p-values are obtained by a modified Fisher's Exact test; \*\* p-values are corrected for multiple testing by applying a Benjamini-Hochberg False Discovery Rate algorithm.

How the deposited data were processed for this re-analysis (not part of the article)

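RNA from the tibial articular cartilage and subchondral bone of 6 male mice was measured on 6 Affymetrix mouse arrays, 1 per mouse, with 3 wild-type mice and 3 mice labelled Frzb-/-. The authors computed expression values from the array files by RMA with the affy package (version 1.20.0), which corrects for background, normalizes by quantiles and gives log2 values, and tested them with limma. The table of these values holds 30618 probe sets and no control probe sets, and it was checked to be on the log2 scale, with medians per array between 7.32 and 7.45. It carries no detection calls, so the paper's filter to 30590 probe sets called present was not repeated, and all 30618 were tested. Arrays have no read depth. Precision rests on the spread between mice, which limma pools over the groups and moderates.

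The paper left out 1 of the 3 mice labelled Frzb-/- without giving its animal number. The paper's set was found by the rule that at least 40 lines of Table 1 match a probe set's mean difference to within 0.01 and that no other choice of arrays matches more than 10. Animals 14 and 17 met it with 44 of 44 lines. Comparisons were made between these 2 mice and the 3 wild-type mice and repeated with all 3 labelled mice. Fits used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change above 1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

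Probe sets were given the gene symbols of the array's annotation. Those with several genes (677) or with no gene in the annotation (4851) were left out of results on genes. For counts over all genes, for the WNT target genes among them and for genes near Frzb, a gene was counted as higher or lower when at least 1 of its probe sets passed. For single genes and for gene lists, counts included, the probe set with the highest mean over the 6 arrays was used, so a gene that passed at a dimmer probe set alone counts as not passing in its list. The genes named are the 10 with the largest rise and the 10 with the largest fall among genes that passed and whose arrays did not overlap, the genes named in the paper's text, tables and Fig. 1C, up to 4 genes of each gene list described (the 2 with the largest change that passed and the 2 brightest), and the genes that passed within 10 Mb of Frzb. The values of Table 1 had been seen when this rule was written, and the lookup of gene synonyms, which settles the genes found for a list, was corrected after the first results were seen.

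Gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry, with adjustment over the 67 lists and a threshold of 0.05. Intervals of list medians are 95% bootstrap intervals over genes from 10000 draws. WNT target genes were compared with all other genes by Fisher's exact test and by the Yates-corrected chi-square test. Genes near Frzb were taken by position, in a window of 10 Mb on either side. Arrays were compared by Pearson's correlation.

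The alternatives tried were all 3 labelled mice, leaving out each mouse, the 30590 brightest probe sets, probe sets above the median, cyclic loess, centring on the brightest probe sets, trended and robust moderation, array weights, no moderation, the mean over a gene's probe sets, other thresholds, other windows and Spearman's correlation. The fit was tested on simulated data with 30618 probe sets, in which 100 were shifted at each size. With 3 against 2 arrays, 95 were recovered at a log2 shift of 1.5 and 99 at a shift of 2.5. The count of false calls was 2. Whether this recovery holds for the correlated genes of these arrays was not tested. The paper's pathway, motif, microRNA, RT-PCR, Western blot and cell culture results were not analysed here.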

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

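The tests of animal 6 alone against wild-type, of its Frzb level, of an exchange of labels, of less marrow alone and of low Frzb mRNA alone were chosen only after the results were seen, and those of marrow share, fibrous tissue and time of day before. Animal 6, which the paper does not analyse further, had Frzb values beyond the range of the wild-type mice. Its Frzb values lay below wild-type by log2 differences of -3.39 at the brighter and -3.05 at the other of its probe sets. With animal 6 alone against wild-type, camera cannot decide whether gene lists differ, as this arm is 1 array and the spread comes from the 3 wild-type mice. No result with an estimated correlation is given, and the spread of list medians among the wild-type mice was not measured. Of the lists written from general knowledge, those picked by camera at the preset correlation are given as effect sizes only. Their medians differed from wild-type by 1.00 for clock genes of the Dbp phase, 0.52 for hypertrophic and 0.23 for hyaline chondrocytes, 0.30 for interferon response, 0.26 for collagens, 0.23 for WNT feedback, 0.17 for G1/S, 0.11 for G2/M, 0.17 for DNA repair, 0.16 for osteoclasts and 0.14 for osteoblasts. Below wild-type were skeletal muscle (-0.97), clock genes of the Bmal1 phase (-0.78), fatty acid oxidation (-0.49), oxidative phosphorylation (-0.38), adipocytes (-0.37), immediate early genes (-0.33) and hypoxia (-0.23). A different share of muscle or other tissue in this piece was not measured and stays open. In that comparison 1 probe set had an adjusted p under 0.05 (0.0461). In a fit of all 6 arrays with animal 6 as a group of its own, the 4 probe sets under 0.05 were those of Tnfrsf14, a receptor of the TNF family (3.16), Dbp (2.90), Pde4d, a phosphodiesterase (2.55), and Per3 (2.06). Tnfrsf14 and Pde4d were singled out after their values were seen, and in the Frzb-/- mice the same probe sets had log2 fold changes of 0.85 and 0.00. Between the Frzb-/- mice and animal 6 limma called 241 probe sets higher and 979 lower.

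Frzb in animal 6. A heterozygous mouse with 1 active copy of 2 would be expected near a log2 difference of -1, and the highest upper 95% limit over the 2 probe sets was -1.93, which argues against this dose. An exchange of labels between a wild-type and a labelled mouse is argued against by the gap of 2.74 between the lowest wild-type and the highest labelled mouse. Of the 2275 probe sets that differed in the Frzb-/- mice, the median ratio of the change in animal 6 to theirs was -0.016, and in 78 (3.4%) it was at least 0.5. Whether low Frzb mRNA alone may go with the other changes stays open, since animal 6 is 1 array whose genotype the paper and the Frzb value give differently.

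Cell cycle, marrow and matrix genes. A lower share of marrow cells is a candidate source of the fall of cell cycle genes, since 5 of 6 lists of marrow lineages had medians below 0 and the erythroid and neutrophil medians lay further from 0 than those of the cell cycle lists. The monocyte and macrophage list had a median of 0.10 (95% bootstrap interval -0.32 to 0.32), and with it this cannot be told apart from a fall of cell division within the tissue. More fibrous tissue or less marrow may stand behind the rise of matrix genes. The medians of the fibroblast, tendon, smooth muscle and endothelial lists all lay above wild-type, the lowest being 0.62. Of their genes 12 of 21, 5 of 13, 3 of 14 and 1 of 16 were higher, in that order. With an estimated correlation none of these lists passed (smallest adjusted p = 0.267 from camera). The fibroblast list holds the matrix genes Col1a2 and Col3a1, and the tendon list holds Col14a1, Thbs2, Fmod and Tnc. The medians of the fibroblast and tendon lists therefore partly restate the rise of matrix genes and are not a separate test of its source. Less marrow alone might raise chondrocyte and fibroblast genes alike, and the fibroblast median exceeded the hyaline chondrocyte median by 1.14 (95% bootstrap interval 0.79 to 1.61). Bright probe sets may understate a rise. Col2a1 had 14.67 in wild-type mice, where the highest value of array 6-1 was 14.96. Col3a1 rose by 0.70 at its brightest probe set and by 1.71 at its other. The interval is over genes and not over mice, so the difference cannot decide on less marrow alone. An effect of the genotype on either group of genes stays open, as the dissected share of each tissue was not measured.

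Clock genes. A different time of day at sampling is a candidate explanation, since in animals 14, 17 and 6 the median of the Dbp phase list lay above wild-type and that of the Bmal1 phase list below, the highest of the Bmal1 medians being -0.63. Of 5 genes of the Bmal1 phase 1 passed and Clock had a log2 fold change of 0.26, and the 95% bootstrap interval of the list's median in the Frzb-/- mice, -1.46 to 0.26, includes 0. The medians of both lists moved in animal 6 as in the Frzb-/- mice, unlike those of the erythroid, B cell, platelet and cell cycle lists. The paper's text gives no sampling times, so an effect of the genotype on the clock stays open and was not tested.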

How the results depend on the processing

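The comparisons of animal 6 alone and of the Frzb-/- mice with animal 6 were chosen after seeing the data. No paired analysis was possible because the paper names no pairs of mice. Of the 43 gene lists that passed, all passed in the same direction without wild-type mouse 8-1 or 9-1, with the 30590 brightest probe sets, cyclic loess, centring on the brightest probe sets, trended robust moderation, array weights and the mean of probe sets. With all 3 labelled mice 40 did, without wild-type mouse 6-1, animal 14 or animal 17 42 each, above the median 39 of 42, and without moderation 41. The lists that no longer passed were hematopoietic progenitors (all 3 mice, above the median, without moderation), the Bmal1 phase (above the median, without moderation), T/NK cells (above the median), the focal adhesion and cytoskeletal genes of Table 5 (all 3 mice) and the TGFβ receptors of Table 4 (all 3 mice, without 6-1, 14 or 17). Leaving out 1 mouse, where a lone Frzb-/- mouse is assumed to vary like the wild-type mice, gave 97 to 570 higher and 335 to 1506 lower probe sets, 75 to 428 higher and 243 to 941 lower genes, 15 to 17 higher and 12 to 13 lower lists, odds ratios of 6.92 to 11.54 for WNT target genes and of 0.00 to 1.86 for genes near Frzb, and Frzb differences of -3.90 to -3.31 and -3.47 to -3.02. The lowest counts of probe sets and genes came without animal 17. That fit holds 1 Frzb-/- mouse, so lost calls cannot be told from a loss of precision. They do not show that a gene's difference depends on animal 17. With all 3 labelled mice limma called 0 probe sets and 0 genes, with 3534 probe sets at an unadjusted p under 0.05, and Frzb lay at -3.53 and -3.22 without passing. Over the 2275 called probe sets the median ratio of the change in animal 6 to that in the Frzb-/- mice was -0.016. Adding it thus mixed unlike values in 1 group. For Rhd the log2 fold change went from -3.15 to -2.06 and its standard error from 0.16 to 0.87. At the brighter Frzb probe set the standard error stayed near 0.27 (0.26), and why Frzb did not pass was not tested. Without moderation the counts were 0 as well (9835 at an unadjusted p under 0.05), with Frzb at -3.61 and -3.31, as few degrees of freedom remain. Above the median, with fewer probe sets tested, 415 were higher and 1004 lower, with 327 genes higher. At an adjusted p under 0.05 alone 3592 were higher and 4532 lower, and at 0.01 alone 1304 higher. Limma's treat called 1 higher and 21 lower. With an estimated correlation 0 lists passed in either direction, with 0.267 as the smallest adjusted p. Camera at the preset correlation and fry passed 27 and 33 of the 49 lists. The complement and neutrophil lists shared the value 0.267 from camera, at estimated correlations of 0.04 and 0.72. It therefore does not tell lists apart and is not a separate check of each list. The cause was not tested for these counts. The odds ratio of WNT target genes among lower genes was 0.49, and those of genes within 5 and 20 Mb of Frzb 1.79 and 0.92. Animal 6 alone against wild-type gave 0 probe sets and 0 genes (2541 at an unadjusted p under 0.05), 11 higher and 7 lower lists, and Frzb at -3.39 and -3.05. Of the 43 lists 4 passed there in the same direction, 23 kept the direction without passing and 16 had the other direction by camera. For 5 of these 16 the medians in animal 6 were -0.37 for adipocyte, 0.17 for G1/S, 0.11 for G2/M, 0.17 for DNA repair and 0.13 for Table 7 genes. Animal 6 is 1 array, so the list calls and directions of this comparison cannot be told from variation between mice. No result with an estimated correlation is given for it, and the cause was not tested. The Frzb-/- mice against animal 6 gave 241 higher and 979 lower probe sets, and 180 higher and 605 lower genes. Dim probe sets near background limit what low expression can show.

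Of 142 named genes that passed, the number that passed in the same direction was 120, 77 and 121 without wild-type mouse 6-1, 8-1 or 9-1, 99 and 43 without animal 14 or 17, 141 with cyclic loess and 134 with array weights, and with the mean of probe sets 13 no longer passed. It was 142 with centring on the brightest probe sets, trended robust moderation and the 30590 brightest probe sets, and 125 of 125 above the median. With all 3 labelled mice and without moderation it was 0. In animal 6 alone, 70 of the 142 lay on the other side of wild-type, none of them passing, with adjusted p from 0.602 to 0.999, and the cause was not tested. Above wild-type in animal 6, and lower in the Frzb-/- mice, were Alas2 (0.18), Birc5 (0.04), Blnk (0.18), Brca1 (0.28), Btg2 (0.19), Btk (0.12), Car1 (0.37), Car2 (0.28), Ccna2 (0.27), Ccnb2 (0.33), Ccnd3 (0.12), Ccne1 (0.08), Ccne2 (0.30) and Ccr2 (0.03). Others above it were Cdc25a (0.29), Cdc6 (0.27), Cdk1 (0.14), Cdk2 (0.28), Dkk1 (0.06), E2f8 (0.27), Epb42 (0.41), Il7r (0.34), Itga4 (0.29), Itgam (0.15), Itgb2l (0.00), Jchain (0.09), Mcm7 (0.19) and Mki67 (0.21). The rest above it were Msh6 (0.08), Myb (0.21), Nusap1 (0.21), Pcna (0.29), Pf4 (0.08), Ppbp (0.02), Ptprc (0.20), Rad54l (0.25), Rbl1 (0.34), Rhd (0.14), Rsad2 (0.16), S100a8 (0.02), Tal1 (0.02) and Ube2c (0.25). Below wild-type in animal 6, and higher in the Frzb-/- mice, were Acta2 (-0.27), Adipoq (-0.30), C1s1 (-0.25), Ccn5 (-0.13), Cd34 (-0.03), Col5a3 (-0.40), Dkk3 (-0.03), Fat4 (-0.19), Fgf18 (-0.34) and Fzd2 (-0.03). Others below it were Igf1 (-0.29), Igfbp3 (-0.36), Itga8 (-0.03), Lamb1 (-0.15), Mfap4 (-0.41), Mmp3 (-0.40), Myh11 (-0.02), Ogn (-0.03), Pck1 (-0.15) and Retn (-0.75). The rest below it were Serping1 (-0.20), Sfrp2 (-0.06), Sfrp4 (-0.07), Tagln (-0.32), Thbs4 (-0.20), Thy1 (-0.09), Tnn (-0.01) and Tppp3 (-0.13).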

Differences from the paper's values

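The paper's Fig. 1C gives Ptprc a percentile of about 49, read by eye, and the value here was 96.9 at the brighter of its 2 probe sets. The other probe set stood at 51.2, which lies near the paper's. Ranking the 30590 brightest probe sets or ranking within each array, both set before the data were examined, left the difference in place. None of 45 values of Table 1 differed. Animals 14 and 17 were chosen because 44 lines of Table 1 matched, so for those lines this is no separate check of the paper's values. Of the paper's other statements, Pcdh9 stands among its up-regulated adhesion genes, and it had a log2 fold change of 0.52 (adjusted p = 0.0394) here, with none of its 3 probe sets passing. Pcdh9 passed in no setting run at the same thresholds. Its adjusted p lay under 0.05 in the main fit, and with all 3 labelled mice it was 0.428 from limma. The paper names p53 signaling among the down-regulated pathways, and of 18 p53 target genes, a different list from the pathway's, 1 rose and 2 fell. The paper identifies the left-out mouse as heterozygous by re-genotyping, and Frzb in it differed from wild-type by -3.39 and -3.05 on the log2 scale.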

Other observations

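The test of genes near Frzb and the count of splits were planned. Clock genes differed in the Frzb-/- mice beyond Dbp. Of 11 genes of the Dbp phase 5 rose (3 without wild-type mouse 8-1 or animal 14 and 2 without animal 17), with a median log2 fold change of 1.11 (adjusted p = 3.07e-06 from camera, adjusted p = 0.267 with an estimated correlation), among them the period gene Per3 (1.80) and the repressor Nr1d2 (1.50). Of 5 genes of the Bmal1 phase 1 fell, Arntl, which encodes Bmal1 (log2 fold change -1.46, adjusted p = 0.00126, 0 without animal 17, where 1 had an unadjusted p under 0.05 from limma), with a median of -0.81 (adjusted p = 0.028 from camera, adjusted p = 0.267 with an estimated correlation), and Clock did not pass (0.26). Adipocyte genes rose as well, 6 of 15 (1 without wild-type mouse 8-1 or animal 14 or 17), with the hormone resistin, Retn, at 1.82 and a median of 1.06 (adjusted p = 1.43e-06 from camera, adjusted p = 0.338 with an estimated correlation). The bright adipocyte genes Car3 (0.35) and Fabp4 (0.76) did not pass. Of 11 complement genes 5 rose (3 without animal 14, 2 without wild-type mouse 8-1 and 0 without animal 17, where 5 had an unadjusted p under 0.05 from limma), among them the protease C1s1 (1.58), Cfb (1.56) and the inhibitor Serping1 (1.45), with a median of 0.78 (adjusted p = 6.79e-06 from camera, adjusted p = 0.267 with an estimated correlation).

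Lists of energy metabolism and of osteoclasts and hypertrophic chondrocytes did not pass. Ribosomal protein genes had a median of -0.18 (adjusted p = 0.00129 from camera, adjusted p = 0.525 with an estimated correlation), and limma called 0 of 40 at the thresholds used. Besides the lists described at the claims, those that did not pass by camera included oxidative phosphorylation (median 0.04, adjusted p = 0.778), proteasome (median -0.11, adjusted p = 0.0801), hypoxia and glycolysis (median 0.17, adjusted p = 0.106), fatty acid oxidation (median 0.30, adjusted p = 0.0727, 95% bootstrap interval of the median 0.19 to 0.48), osteoclasts (median 0.08, adjusted p = 0.594), hypertrophic chondrocytes (median 0.05, adjusted p = 0.604), skeletal muscle (median 0.25, adjusted p = 0.219), immediate early and stress genes (median 0.34, adjusted p = 0.381), glucocorticoid targets (median 0.27, adjusted p = 0.267), interferon response (median 0.14, adjusted p = 0.55), nerve and Schwann cells (median 0.25, adjusted p = 0.27) and marrow stroma (median 0.29, adjusted p = 0.437). In the interferon list Ifit3 rose (1.38), a call lost without wild-type mouse 6-1 or 8-1 or animal 17, and Rsad2 fell (-2.37). In the stromal list Vcam1 fell (-1.63), a call lost without wild-type mouse 8-1 or animal 14 or 17, and 2 genes rose, among them Adipoq (1.21), of which the number that passed was 0 without wild-type mouse 8-1 or 9-1 or animal 14 or 17, where 2 had an unadjusted p under 0.05 from limma.

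A chromosome segment of another strain carried with the targeted allele might change genes near Frzb. Within 10 Mb, 12 of 85 genes passed (14.1%), beside 10.7% of the other genes, an odds ratio of 1.37 (95% limits 0.67 to 2.55, Fisher's exact test p = 0.293). Without animal 17 the odds ratio was 0.00. The limits leave both no excess and an excess open. Rbm45, which lies there, was the only 1 of the 12 in which the change in animal 6 was at least 0.5 of that in the Frzb-/- mice, at 3.02 on the log2 scale.

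For the comparison of all 3 labelled mice with the 3 wild-type mice, 10 splits of 6 arrays are too few for a share under 0.05. The real split gave 0 probe sets from limma, with 3534 at an unadjusted p under 0.05, and the highest other split gave 0.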
